# Phenotypic Changes in T Cell and Macrophage Subtypes in Perivascular Adipose Tissues Precede High-Fat Diet-Induced Hypertension

**DOI:** 10.3389/fphys.2021.616055

**Published:** 2021-03-17

**Authors:** Ramya Kalyana Kumar, Yongliang Yang, Andres G. Contreras, Hannah Garver, Sudin Bhattacharya, Gregory D. Fink, Cheryl E. Rockwell, Stephanie W. Watts

**Keywords:** perivascular adipose tissue, sex-differences, immune cells, high-fat diet, hypertension, obesity, time course study

## Abstract

Perivascular adipose tissue (PVAT) may connect adiposity to hypertension because of its vasoactive functions and proximity to blood vessels. We hypothesized that immune cell changes in PVATs precede the development of high fat diet (HFD)-induced hypertension. Both sexes of Dahl S rat become equally hypertensive when fed a HFD. Further, both sexes would have similar immune cell composition in PVATs with the development and progression of hypertension. Male and female Dahl S rats were fed a regular (10% calories from fat; CD) diet or a HFD (60%) from weaning. PVATs from around the thoracic aorta (APVAT) and small mesenteric vessels (MRPVAT) were harvested at 10 weeks (pre-hypertensive), 17 weeks (onset), or 24 (hypertensive) weeks on diet. RNA-sequencing in MRPVAT at 24 weeks indicated sex-differences with HFD (>CD) and diet-differences in males (>females). The top 2 out of 7 immune processes with the maximum number of differentially expressed genes (DEGs) were associated with immune effector processes and leukocyte activation. Macrophages and T cells (and their activation status), neutrophils, mast, B and NK cells were measured by flow cytometry. Sex-specific changes in the number of CD4 memory T cells (males > females) and M2-like macrophages (females > males) in PVATs occur with a HFD before hypertension developed. Sex-differences became more prominent with the development and progression of hypertension, driven by the diet (HFD > CD). These findings suggest that though the magnitudes of increased blood pressure were equivalent in both sexes, the associated phenotypic changes in the immune subsets within the PVATs were different in the male vs. the female with the development and progression of hypertension.

## Introduction

Over 45% of all adults in the United States have hypertension and up to 75% of those with hypertension are obese (Hall et al., 2015; Whelton et al., 2018). Both in obesity and hypertension, perivascular adipose tissue (PVAT), the fat around the peripheral blood vessels, loses its protective anti-contractile function partly due to local inflammation and oxidative stress (Szasz et al., 2013). Due to PVAT’s proximity to blood vessels and its functional capabilities, PVAT may be one of the links connecting obesity to hypertension (Gollasch, 2012; Noblet et al., 2015).

Perivascular adipose tissue contains multiple types of innate and adaptive immune cells in both sexes of healthy Sprague Dawley rats (Kumar et al., 2020). T cells may play a causal role in the development of hypertension in high salt-induced hypertension in male Dahl salt-sensitive (Dahl S) rats (De Miguel et al., 2010; Mattson et al., 2013). APVAT (PVAT around the thoracic aorta) inflammation and infiltration of macrophages and T cells precede atherosclerotic plaque development (another cardiovascular disease) (Skiba et al., 2017). This led us to hypothesize that immune cell infiltration in PVATs precedes the development of high fat diet (HFD)-induced hypertension. These immune cells in PVATs may directly (via cytokines) or indirectly (via other cells in PVATs/adipokines) alter vascular tone, thus leading to hypertension (Almabrouk et al., 2018; Nosalski and Guzik, 2017; Small et al., 2019).

Sex-differences in PVAT functions in obesity-induced hypertension (in association with resistin and estrogen) have been previously reported (Small et al., 2019; Taylor and Sullivan, 2016). Although T cell and macrophage counts increase in APVAT with AngII-hypertension in male mice, the occurrence of sex-differences in the immune system in PVATs with the development and progression of hypertension is little known (Mikolajczyk et al., 2016; Nosalski and Guzik, 2017). Both males and females of the Dahl S rat strain demonstrated increased adiposity and became equally hypertensive when fed a HFD (Fernandes et al., 2018). Hence, we also hypothesized that both sexes of Dahl S rats would have similar immune cell composition and activation status in PVATs prior to and with the development and progression of HFD-induced hypertension. Two types of PVATs in each sex were studied-MRPVAT (white adipose tissue-type PVAT around the first, second, and third order mesenteric resistance vessels only) and APVAT (brown adipose tissue-type around the thoracic aorta). Bulk RNA sequencing (MRPVAT) and flow cytometry (both PVATs) were employed to test the hypotheses. In support of our first hypothesis, we discovered that changes in specific subsets of T cells and macrophages in PVATs precede the development of HFD-induced hypertension. But contrary to our second hypothesis, clear sex-differences (females > males) in T cell and macrophage subsets were observed in both PVATs (MRPVAT > APVAT) prior to, and with the development and progression of hypertension. Although it is beyond the hypothesis and scope of this paper, understanding the vascular implications of these immune changes in PVATs is an important next step.

## Materials and Methods

### Animals

Animal maintenance and experimental protocols were approved by the MSU Institutional Animal Care and Use Committee and complied with the National Institutes of Health Guide for Animal Care and Use of Laboratory Animals (2011). Male and female Dahl salt sensitive rats were purchased from Charles River Laboratory at 3 weeks of age and were randomly fed a normal salt (0.3% NaCl) CD (D12450J, kcal from saturated fat 10% + carbohydrate, 70% + protein 20%) or a HFD (D12492, kcal from saturated fat 60% + carbohydrate 20% + protein 20%; Research Diets, Inc.). Animals were maintained on a 12/12 light/dark cycle at 22–25°C, fed on *ad libitum f*or 10, 17, or 24 weeks. Blood pressures were measured by tail cuff on multiple groups of rats that were used in the current study (Supplementary Figure 1). These measures correlate with blood pressures measured by radiotelemetry, as previously published by our group (Fernandes et al., 2018). Body weight and adipose tissue (including PVATs) masses are in Supplementary Figure 2.

### Bulk mRNA Sequencing: Sample Processing of MRPVAT

Males and females fed a CD or HFD for 24 weeks (5 per group) were used. RNA was extracted from MRPVAT using the Quick RNA MiniPrep kit (Cat# R1054) that includes a DNase step to remove genomic DNA. Purity, concentration, and integrity of mRNA were evaluated using a NanoDrop 1000 spectrophotometer (Thermo Scientific, Wilmington, DE, United States) and an Agilent Bioanalyzer 2100 system (Agilent Technologies, Santa Clara, CA, United States). All samples had a 260:280 nm ratio between 1.9 and 2.1 and RNA integrity number ≥ 7.5. Novogene Corporation Inc. (Sacramento, CA, United States) performed Quality Control for the RNA isolation that occurred at Michigan State University. Comparative libraries were constructed, library quality control was certified and sequencing was conducted.

### Flow Cytometry

Prior to all dissections, the overnight fasted rats were anesthetized with sodium pentobarbital (60–80 mg/kg, i.p.) and death was assured by creating a bilateral pneumothorax. MRPVAT and APVAT were dissected from blood vessels and weighed at 10, 17, or 24 weeks of diet, from each rat. All the immune cell populations were quantified from the same fat samples to phenotype the activation, differentiation and/or polarization of various immune populations.

#### Stromal Vascular Fraction Isolation From PVAT

The PVATs were minced with scissors and collagenase (1 mg/ml; type-I, Cat # LS004196) digested at 37°C for about 1 h. The cell suspensions were sequentially filtered through 100 and 40 μm filters. The flow through contained cells less than 40 μm, thus eliminating the adipocytes. Upon washing with flow buffer and centrifugation at 300 rcf for 5 min, a cell pellet containing the stromal vascular fraction (SVF) was obtained.

#### Surface Labeling of Immune Cells

Ammonium-chloride-potassium red blood cell lysis buffer (400 μL; Cat # 10-548E) was added to the SVF pellet, gently pipette-mixed and incubated on ice for 2 min to destroy red blood cells. The red blood cell-lysed SVF was washed twice with flow buffer (PBS + 10% FBS) and labeled with fluorescent antibodies (30 min incubation) after blocking Fc receptors with purified anti-CD32 antibody (10 min). Intracellular staining to identify Tregs was performed as previously described (Kumar et al., 2020). Viability was measured using Zombie-aqua dye (1:1,000 in dPBS, Cat# 77143). All flow cytometry assays were performed using an Attune NxT acoustic focusing cytometer from Life Technologies. Antibody and panel design details are in Supplementary Tables 1 and 2.

### Data Presentation and Statistics

#### Bulk mRNA Sequencing

mRNA isolated (at Michigan State University) from MRPVAT of both sexes fed a CD or a HFD were transcriptomic sequenced via Illumina platform by Novogene (Sacramento, CA, United States). After quality control, the paired-end clean reads were mapped onto reference genome using STAR (v2.5). HTSeq (v 0.6.1) was used to count the read numbers of each gene. The gene read counts matrix was fed into DESeq2 (v 1.24.0) to identify the differentially expressed genes (DEGs). To identify the outliers in the samples, principal component analysis was done with 10 principal components and the rotation matrix was used to calculate the Mahalanobis distance among the samples. To improve the stability of data, median (instead of mean) and mean absolute deviation around the median were used. For data analysis in R, tidyverse (v 1.3.0) and Rattus.norvegicus (v 1.3.1) libraries were used. For transcriptome analyses, the *p*-values were adjusted using Benjamini and Hochberg’s approach for controlling the false discovery rate. The RNA sequencing data were transformed into independent principal components (as many as the number of genes identified in a sample). The two principal components capturing the most variance in the data, PC1 and PC2, captured 64 and 24% of the whole variance. We can thus visualize the most important clustering patterns in the data using PC1 and PC2. Genes with an adjusted *P*-value < 0.05 and absolute fold change > 1, identified by DESeq2 were assigned as DEGs. To identify the immune system processes most affected by HFD or sex-differences, seven interpretable immune-system related Gene Ontology terms were chosen and the number of DEGs in each term was reported.

#### Flow Cytometry Studies

Gating of immune cell subtypes was performed as described in our previous publication (Kumar et al., 2020). Statistical analyses were performed with GraphPad Prism 8.0 (GraphPad Software Inc., La Jolla, CA). Two-way ANOVA with Tukey’s multiple comparison test was used to determine statistical significance. A *P* < 0.05 was considered statistically significant. Thus, two types of comparisons along the time course study were possible: between the sexes within each diet (with male as base) and between the diets within each sex (with CD as base).

## Results

### Bulk RNA-Sequencing Reveals Sex-Differences With HFD (>CD) and Diet-Differences in Males (>Females), in MRPVAT After 24 Weeks of Diet

RNA sequencing was performed on MRPVAT from male and female Dahl S rats on a CD or HFD for 24 weeks, a time point at which both sexes on a HFD were equally hypertensive vs. their respective CD rats (Supplementary Figure 1).

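Each library held the RNA of the MRPVAT of 1 rat after 24 weeks on a diet with 10% (CD) or 60% (HFD) of its kcal as fat. The data used here came from 18 animals: 4 CD females, 5 CD males, 5 HFD females and 4 HFD males. The other animals of the study were not analysed here, and the animals called kept are those of the 18 that the paper did not exclude. An animal's code gives its group number, sex, diet and number, so that G73FC3 was a female of group 73 on the CD. For G73FHF3 and G75FC5 the title of the sample gives another group number than the code, 75 and 73, and the number of the code is used unless stated. Sex and diet were read from the code, as in Figure 1A and the study's R code, because the sex or treatment tag in the labels goes against the code in 13 of the 18 animals. The authors mapped paired-end reads with STAR 2.5, counted them per gene with HTSeq 0.6.1 and deposited FPKM, for which the paper's text gives no formula. The table held 32883 Ensembl rat gene IDs without symbols, and the files do not pair the IDs with names. The immune-related DEGs that the paper selected could therefore not be separated from the rest, and all counts given here are over all gene IDs tested. The steps between low FPKM values gave back the reads counted in genes. These were 22039261 to 55148275 in the CD females (median 37575879), 25670473 to 49152721 in the CD males (median 26524306), 14547762 to 37077752 in the HFD females (median 26839352) and 23066472 to 29622425 in the HFD males (median 25381970). At 0.5 FPKM, a gene of the median length of 1662 bases held between 12.1 reads in G75FHF5 and 45.8 reads in G75FC4. The sexes were compared within each diet, and the diets within each sex, with limma on log2(FPKM + 0.5) with a trend of the variance over the mean (two-sided). Each comparison covered the gene IDs with an FPKM of at least 0.5 in at least 3 of its animals. A gene ID is said to differ at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1, the thresholds of the study's R code. Fold changes on this scale understate the change of low genes. Females came only from groups 73 and 75 and males only from groups 74 and 76, so sex and group number cannot be told apart.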

Principal components analysis (PCA) revealed the clustering patterns of the samples. G75FHF5 and G73FHF3 were statistical outliers. Hence, the remaining analyses excluded these animals. 

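G75FHF5 lay far from all other animals, whereas G73FHF3 lay within the spread of the animals that the paper kept. On the gene IDs that differed between the sexes, G73FHF3 was placed near the males. In the principal components of the 500 most variable gene IDs, G75FHF5 scored 112 on PC1, and the 16 kept animals scored between -15.0 and 5.56. Its median correlation with the other animals was 0.698, against 0.853 to 0.958 in the kept animals. In G75FHF5, 260 gene IDs had at least 10 FPKM and stayed under 0.5 FPKM in the other 17 animals, and they held 2.76% of its reads. The distance from the centre of the first 10 components, scaled by the median absolute deviation, was 25.3 in G75FHF5, 5.26 in G73FHF3 and 3.45 to 7.21 in the kept animals. With the mean absolute deviation around the median, the distances were 10.3, 4.52 and 2.89 to 5.22. These distances are from the centre of all animals, not of a group. G73FHF3 scored -6.29 on PC2, away from the kept HFD females at 27.1 to 32.5. Over 1689 gene IDs that differed between the sexes on the HFD, its median position was 0.815 on a scale from 0, the mean of the kept HFD females, to 1, the mean of the HFD males. It lay past the middle for 86.2% of these IDs. G75FHF5 was at 0.949 (61.2% of the IDs past the middle), but at 0.352 (45.2%) on the gene IDs that differed on the CD, where G73FHF3 was at 0.899 (90.4%). On the HFD scale the HFD males lay between 0.539 and 1.19. Sex-limited gene IDs mostly placed G73FHF3 with the females. Of 6 gene IDs limited to males (at least 0.5 FPKM in all 9 males and under 0.1 FPKM in all 7 kept females), 4 were at 0.1 FPKM or less in G73FHF3, and the other two were not. They had 1.35 FPKM (1.77 to 18.4 in the males) and 1.97 FPKM (0.539 to 1.94 in the males, so above the highest male). In the other excluded female, G75FHF5, the first of these had 3.67 FPKM, inside the range of the males, and the second had 0. The only gene ID limited to females, ENSRNOG00000051257, had 14.0 FPKM in G73FHF3 and at most 0.0665 FPKM in any male. No gene ID was limited in this way in any of 100 random splits of the same animals.

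**Figure D1:**
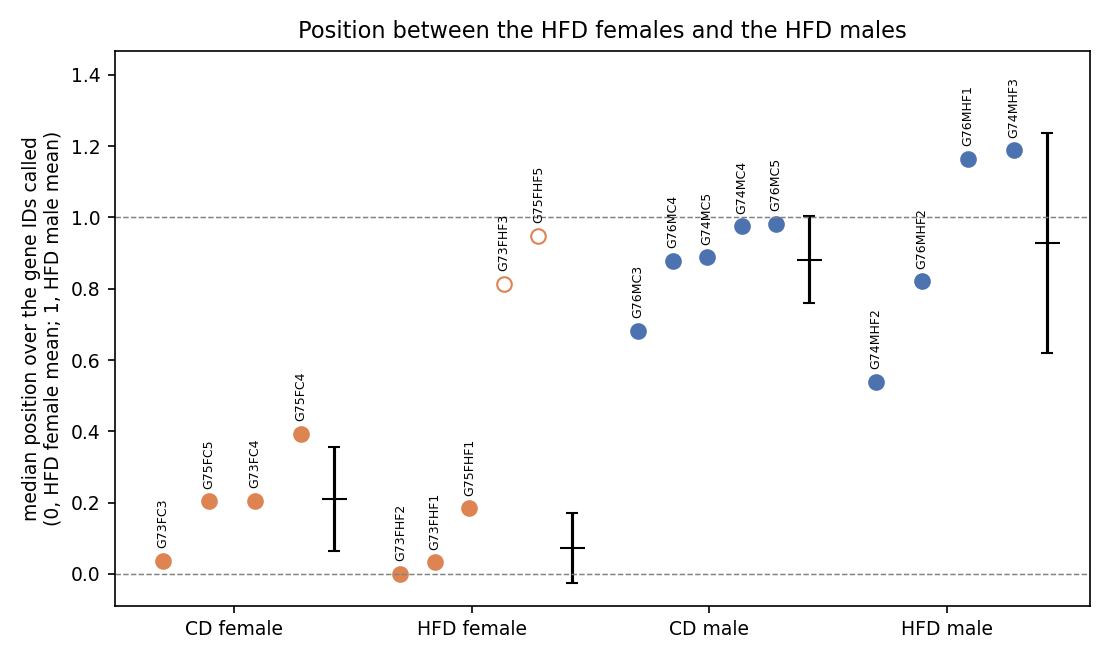
Median position of each animal (vertical axis, no unit) between the mean of the kept HFD females (0) and the mean of the HFD males (1), over the gene IDs that differed between the sexes on the HFD. Each kept HFD animal was left out of the comparison that placed it, open circles are the animals that the paper excluded, and bars give the mean and SD of the kept animals. G73FHF3 lies at 0.815 and G75FHF5 at 0.949, and the kept HFD females lie between 0 and 0.185.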

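Of the variance of the 500 most variable gene IDs over all 18 animals, PC1 held 48.3% and PC2 held 21.8%. On PC2, the 9 males scored -14.1 ± 4.4 (SD) and the 7 females that the paper kept scored 21.4 ± 11.9 (SD). The highest male was at -7.38 and the lowest kept female at 3.77, so the sexes did not overlap (exact permutation test, two-sided, p = 8.74e-05, the smallest that 11440 permutations allow). Of the females that the paper excluded as outliers, G75FHF5, at -16.8, fell into the range of the males. G73FHF3, at -6.29, lay just above the highest male. Over all 18 animals the exact permutation test gave p = 0.000535. Among the kept females, the lowest scores belonged to the CD females G75FC4 (6.71) and G75FC5 (3.77). The CD females G73FC3 and G73FC4 were at 30.1 and 19.1, and the 3 kept HFD females between 27.1 and 32.5. The kept animals of each sex also differed on PC1, with -11.4 ± 2.54 (SD) in males and 0.0457 ± 4.85 (SD) in females (exact permutation test, p = 0.000175), but there the ranges overlapped.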

A clear separation of males from females along the PC2 axis suggested sex-differences in the transcriptomics (Figure 1A). As this study focuses on the immune cells in PVAT, only the immune system related DEGs were chosen. HFD induced more sex-differences vs. CD (155 vs. 29 unique DEGs). 

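Among the animals that the paper kept, more gene IDs differed between the sexes on the HFD than on the CD. On the HFD (4 males, 3 females), 1696 of 14302 gene IDs differed, 742 higher and 954 lower in males. On the CD (5 males, 4 females), 505 of 14195 differed, 377 higher and 128 lower in males. With G73FHF3 added, which the paper left out as an outlier, 28 differed on the HFD (16 higher, 12 lower), and with G75FHF5 added as well, 8 (5 higher, 3 lower). These counts were below the CD count at the adjusted p. At an unadjusted p under 0.05 the HFD count with G73FHF3, 5323 (36.9% of those tested), was above that on the CD, 2705 (19.1%), and with G75FHF5 as well it was 2113 (14.5%). Over the 1696 gene IDs, which were selected with the kept animals, the median log2 fold change was 1.30 with the kept animals, 1.04 with G73FHF3 and 0.89 with both, and the median standard error rose from 0.26 to 0.34 and 0.52. The difference between the diets itself, tested as the sex by diet interaction in limma over 16 kept animals and 15128 gene IDs, passed an adjusted p of 0.05 for 0 gene IDs (smallest adjusted p 0.985), also for 0 with limma-voom on the recovered reads. At an unadjusted p under 0.05, 596 passed (3.94%) with limma and 776 with limma-voom. With sample quality weights 1 passed (3687 unadjusted), and without G73FC3 1 passed (991 unadjusted). Without G73FC4 0 passed, with 1572 unadjusted. Without G76MC3, G75FC4 and G75FC5, chosen after the data were seen, 1 passed, with 3337 unadjusted. ENSRNOG00000045797 was higher in males. Its FPKM was 391 ± 146 (SD, n = 4) in HFD males, 3.05 ± 1.80 (SD, n = 3) in the kept HFD females, 209.6 ± 60.1 (SD, n = 5) in CD males and 9.31 ± 5.57 (SD, n = 4) in CD females. Its log2 fold change was 6.82 on the HFD (standard error 0.36, limma adjusted p = 2.14e-05) and 4.52 on the CD (standard error 0.35, limma adjusted p = 0.000684). It had 232 FPKM in G73FHF3, and with that animal its log2 fold change on the HFD was 5.28 (limma adjusted p = 0.0834). With G75FHF5 as well it was 6.11 (limma adjusted p = 0.306). ENSRNOG00000060048, also higher in males, had 57.5 ± 21.9 FPKM (SD, n = 4) in HFD males and at most 2 reads in any kept HFD female. On the other side, ENSRNOG00000055225, a gene of 68 bases, had 0 reads in all 4 HFD males and 170.3 ± 9.18 FPKM (SD, n = 3) in the kept HFD females. On the CD it ranged from 0 to 237 FPKM over the 4 females (limma adjusted p = 0.157). ENSRNOG00000051257 had a log2 fold change of -5.50 on the HFD (standard error 0.18, limma adjusted p = 2.72e-06) and -3.61 on the CD (standard error 0.86, limma adjusted p = 0.0441). The call on the CD was lost in 10 of 19 alternatives, among them leaving out any CD male and limma-voom, with adjusted p from 0.00014 to 0.116 over all alternatives. The share of higher and lower genes rested on the scaling. The median log2 fold change over all tested gene IDs on the HFD was -0.26 as deposited and -0.03 with median-of-ratios scaling. With that scaling 1020 gene IDs were higher and 367 lower in males on the HFD, and 301 and 36 on the CD. With quantile normalization 909 were higher and 518 lower on the HFD. On the CD, the count fell when any of 4 males was left out, to 216 without G74MC4, 195 without G74MC5, 203 without G76MC4 and 177 without G76MC5. Without G75FC4 and G75FC5, the CD females with the fewest gene IDs detected, 2061 gene IDs differed on the CD (688 higher, 1373 lower in males), an exclusion chosen after the data were seen. At the adjusted p alone, 4037 passed on the CD without them, against 5580 on the HFD with the kept animals. In a fit of all 4 groups of kept animals together, 1241 gene IDs differed on the HFD and 773 on the CD.

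**Figure D2:**
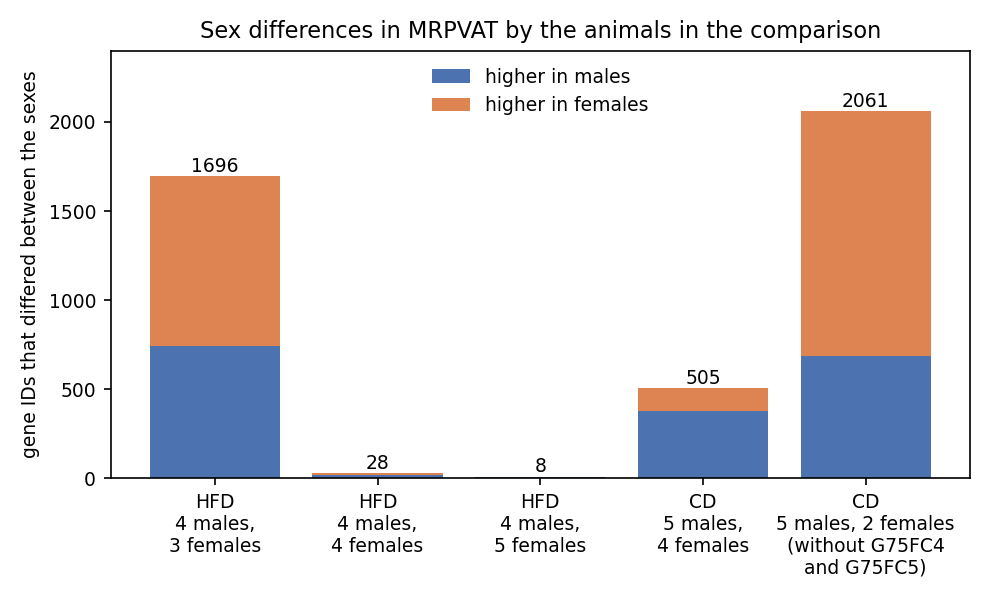
Number of gene IDs that differed between males and females (vertical axis) by diet and by the animals compared, divided into those higher in males and those higher in females. The count on the HFD is 1696 with the 3 kept females and 28 with G73FHF3, and the count on the CD is 505 with all animals and 2061 without G75FC4 and G75FC5.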

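Of 13841 gene IDs tested on both diets, 387 differed between the sexes on both, 316 higher and 71 lower in males, and all 387 had the same direction. For independent lists, 59.9 would be found in both, 19.5 of them higher on both and 8.53 lower on both. Fisher's exact test gave p = 4.59e-268, over gene IDs that are not independent of each other. The comparisons share no animal. On the HFD alone 1290 gene IDs passed, and on the CD alone 107. Of the 1677 gene IDs that differed on the HFD, 96.0% had the same direction on the CD, with a median log2 fold change of 1.30 on the HFD, where they were selected, and 0.85 on the CD. Of the 494 that differed on the CD, 100% had the same direction on the HFD, with medians of 1.48 on the HFD and 1.5 on the CD. Across the 13841 gene IDs, the fold changes on the HFD and the CD had a Pearson's r of 0.777 and a Spearman's rho of 0.697. Without G75FC4 and G75FC5, an exclusion chosen after the data were seen, rho was 0.453 and 741 gene IDs differed on both diets. With G73FHF3 added to the HFD females, 11 gene IDs differed on both diets, and with G75FHF5 as well, 7.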

There were 51 shared DEGs between the diets, representing diet/blood pressure-independent (age-related) sex-differences in gene expression (Figure 1B). The top two (with the most number of DEGs) immune processes associated with the sex-differences influenced solely by the HFD-induced hypertension (“HFD unique”) were immune effector processes and leukocyte activation (Figure 1C). There were a greater number of diet-induced differences in males (115 DEGs) vs. females (6 DEGs). Also, there were no shared DEGs between the sexes, suggesting that the DEGs are strongly sex-dependent (Figure 1D). 

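In males, 893 of 14265 gene IDs differed between the diets (4 HFD, 5 CD animals), 854 higher and 39 lower on the HFD. In females, limma found 0 of 14186 (the 3 HFD females that the paper kept, 4 CD animals), with 517 at an unadjusted p under 0.05, and limma-voom also found 0, with 858. With the excluded G73FHF3, and then also with G75FHF5, the count in females stayed at 0, with 612 and 776 at an unadjusted p under 0.05. Sample quality weights gave 4 and a fit of all 4 groups together gave 1. The interaction of sex and diet passed for 0 of the 893 gene IDs. The 854 gene IDs higher on the HFD in males were at a similar level in both sexes on the HFD. Their median level, as log2(FPKM + 0.5) relative to the mean of the CD males, was 1.25 ± 0.23 (SD, n = 4) in HFD males and 1.18 ± 0.06 (SD, n = 3) in the kept HFD females. It was 0.00 ± 0.63 (SD, n = 5) in CD males and 0.03 ± 1.49 (SD, n = 4) in CD females. The CD females lay apart, with 1.29 and 1.20 in G73FC3 and G73FC4 and -0.61 and -1.78 in G75FC4 and G75FC5. This follows the group number of the code, but not that of the titles, which place G75FC5 in group 73. The difference of 1.15 between the means of the HFD and CD females was smaller than the SD of 1.49 in the CD females. An exact permutation test of that difference of means (two-sided, 35 permutations) gave p = 0.4. Within group numbers, the median difference between the diets over the 893 gene IDs was 0.55 in group 74 and 1.72 in group 76 (males, in which these IDs were selected). It was -0.07 in group 73 and 2.40 in group 75 (females). Tested within a group number by limma, 1649 gene IDs differed in group 76 (2 HFD, 3 CD animals) and 0 in group 74 (2 and 2), with 911 at an unadjusted p under 0.05. In females, 0 differed in group 73 (2 and 2), with 509 at an unadjusted p under 0.05. Group 75 holds 1 kept HFD female, which leaves 1 residual degree of freedom, and no count is given for it. By the titles, the median difference was 0.94 in group 73, with 0 gene IDs that differed (91 at an unadjusted p under 0.05), and 1.80 in group 75, which then holds 1 kept animal per diet and allows no test. With the group number as a block, 696 gene IDs differed in males and 0 in females (735 at an unadjusted p under 0.05), and with the number of the titles also 0 (476). The male count at the adjusted p changed with single animals. It was 0 without G76MHF1, 0 without G76MHF2, 3 without G74MHF3, 111 without G76MC5, 317 without G76MC4 and 1420 without G74MC4. Over the 893 gene IDs, selected with all these animals, the median log2 fold change was 1.23 with all. In these settings it lay between 1.12 (without G76MC5) and 1.38 (without G74MC4), and 100% of those tested kept their sign. Without G76MHF1, G76MHF2 and G74MHF3, 4517, 4460 and 4618 gene IDs had an unadjusted p under 0.05, against 5628 with all animals. The smallest adjusted p by limma, 0.019 with all animals, was 0.064, 0.0698 and 0.0496. A fit of all 4 groups together gave 0 in males, with 2262 at an unadjusted p under 0.05. With quantile normalization 487 were higher and 100 lower.

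**Figure D3:**
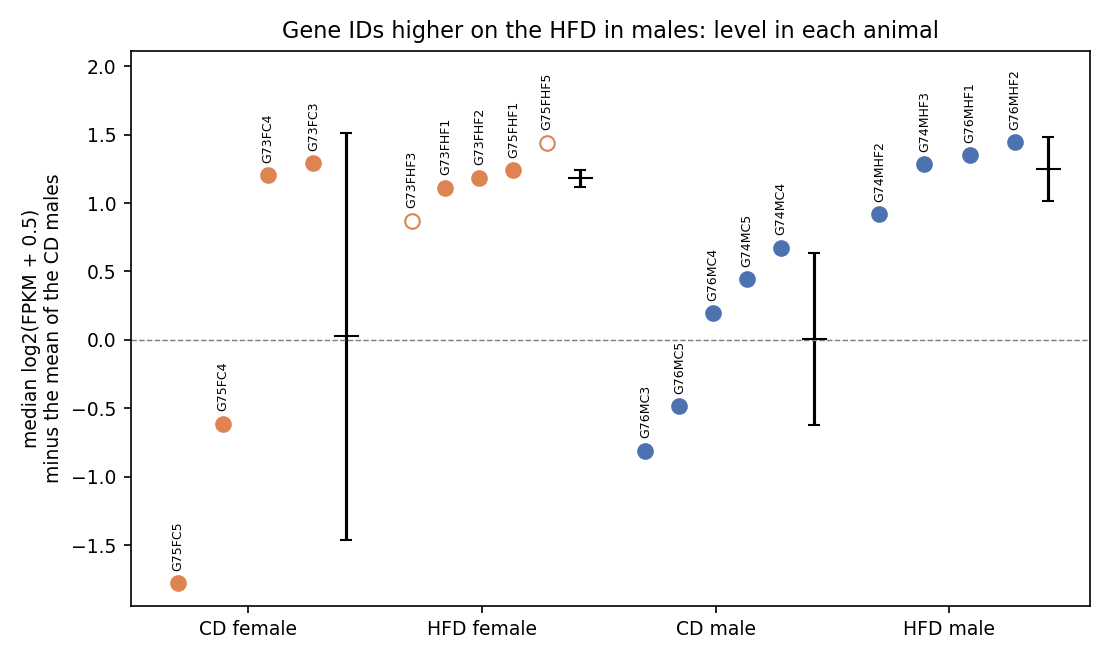
Median level in each animal, as log2(FPKM + 0.5) minus the mean of the CD males (vertical axis), of the gene IDs that were higher on the HFD in males. Open circles are the animals that the paper excluded, and bars give the mean and SD of the kept animals. G73FC3 and G73FC4, at 1.29 and 1.20, lie with the HFD animals, and G75FC5 is lowest at -1.78.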

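Of 13676 gene IDs tested in both sexes, 881 differed between the diets in males and 0 in females, so that no gene ID could be shared. Over the kept animals, the fold changes in females, none of which passed the test, had the same sign for 99% of the 881 gene IDs. The median log2 fold change of these IDs was 1.16 in females and 1.23 in males, where they were selected. Across the 13676 gene IDs, the fold changes of the sexes had a Pearson's r of 0.703 and a Spearman's rho of 0.75. This likeness depended on the pair of CD females. Without G75FC4 and G75FC5, an exclusion chosen after the data were seen, the median in females was -0.06 and rho was -0.126. Without G73FC3 and G73FC4, rho was 0.808 and 99.54% of the gene IDs that differed in males had the same sign. The median in females was then 2.38, above the 1.23 in males. In group 73 by the codes, 33.6% of the 893 gene IDs that differed in males had the same sign. In group 75, which holds 1 kept HFD female, 98.99% did. From the absence of shared DEGs, the paper proposes that the DEGs depend strongly on sex.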

The top two unique immune processes associated with the diet-differences in males (“male unique”) were also immune effector processes and leukocyte activation. A similar conclusion could not be drawn for the females given the low number of unique DEGs (Figure 1E). The list of DEGs identified in Figures 1B,D and the associated R code used for analysis are available in the Supplementary Material as a spreadsheet and a.pdf file, respectively.

**FIGURE 1:**
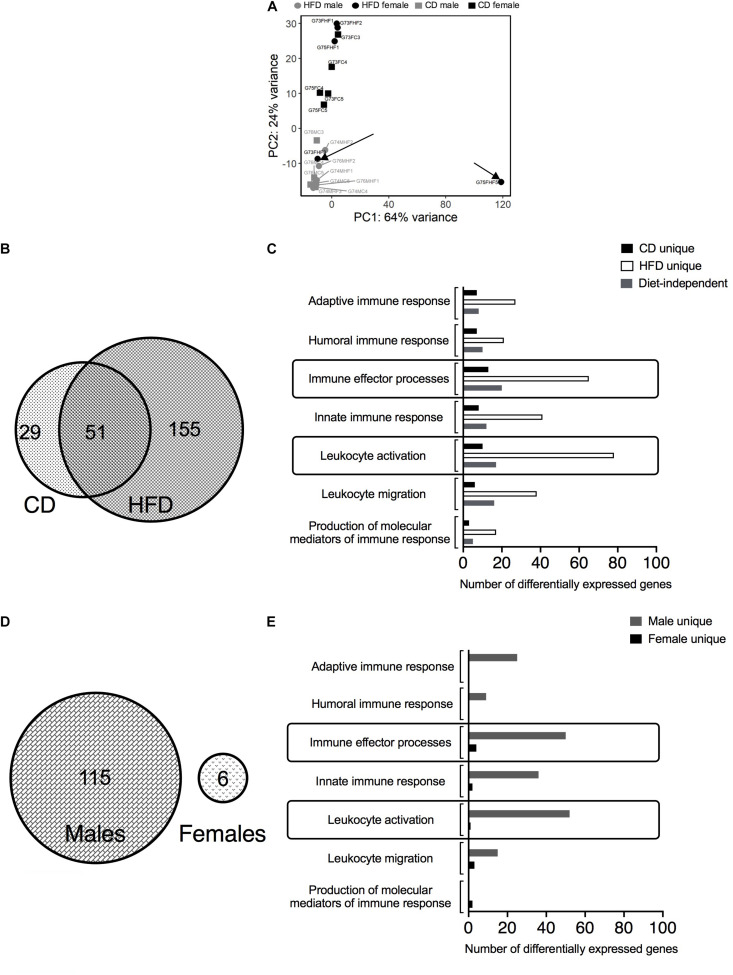
Bulk RNA-sequencing in MRPVAT of both sexes after 24 weeks on diet. Bulk RNA sequencing was performed on MRPVAT at 24 weeks on diet, from both sexes. Principal Component Analysis contained all the 20 samples (5 sample/diet/sex). **(A)** Venn diagram with the number of immune-related differentially expressed genes (DEGs) with respect to sex differences with HFD vs. CD **(B)** and the specific immune system processes affected **(C)**. Venn diagram with the number of immune-related DEGs with respect to diet differences in males vs. females **(D)** and the specific immune system processes affected **(E)**. G#: group number; M: male, F: female; C: CD; HF: HFD.

### Overall Changes in Innate and Adaptive Immune Profiles in PVATs With Progression of Hypertension in Males vs. Females

Six primary immune cell types: T cells (CD4 and CD8), B cells, macrophages, NK cells, mast cells, and neutrophils were quantified in MRPVAT (Figures 2A–C) and APVAT (Figures 2D–F), in both sexes after being fed a control diet (CD) or HFD for 10, 17, or 24 weeks. Corresponding blood pressure measures in Supplementary Figure 1. In the following figures, comparisons between the sexes within each diet (with male as base) and between the diets within each sex (with CD as base) were made.

**FIGURE 2:**
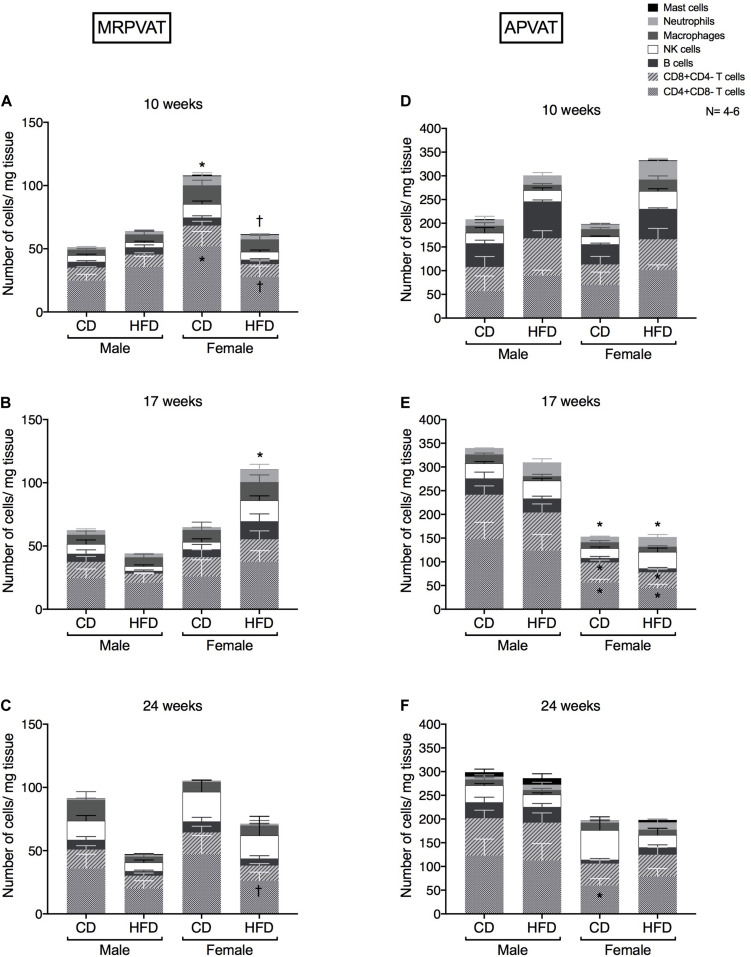
Overall snapshot of adaptive and innate immune cells in PVATs along the time-course of development and progression of hypertension. Immunophenotyping of mesenteric resistance PVAT (MRPVAT) and thoracic aortic PVAT (APVAT) in male and female Dahl S rats fed a control diet (CD) or a HFD for 10 **(A,D)**, 17 **(B,E)**, or 24 **(C,F**) weeks. Bars represent means ± SEM for the absolute cell counts of each immune cell type, normalized to tissue weight (in milligram). Number of animals is indicated by N. A *P* < 0.05 by two-way ANOVA with Tukey’s test for multiple comparison, was considered statistically significant. * and † inside the stacks in the graph represent a significant difference in the specific stack of immune cells between the sexes within each diet and between the diets within each sex respectively. * and † outside the stacks in the graph represent a significant difference in the sum total of immune cells between the sexes within each diet and between the diets within each sex respectively.

#### MRPVAT

At 10 weeks, females on a CD had a greater number of CD4 T cells and sum of total immune cell counts vs. CD males and HFD females (Figure 2A). At 17 weeks, females on a HFD had a greater sum of total immune cell counts vs. CD females (Figure 2B). At 24 weeks, females on a HFD had a lesser number of CD4 T cells vs. CD females (Figure 2C). Although no diet-differences were observed in males, this finding is partially consistent with RNA seq data that diet-differences occur in females.

#### APVAT

There were no differences in the primary immune cell types between the sexes or diets (Figure 2D). At 17 weeks, females had reduced numbers of CD4, CD8 and sum of total immune cell counts vs. males, independent of the diet (Figure 2E). At 24 weeks, females on a CD continued to have a lesser number of CD4 T cells vs. CD males (Figure 2F). Males had no overall immune cell changes in PVATs at all time points of study. Also, APVAT in general has 3-7 times greater density of immune cells vs. MRPVAT.

T cells (dominant adaptive immune cell type in PVATs) and macrophage (dominant innate immune cell type in PVATs) became the focus to sub-characterize them as active/naïve/memory/effector phenotypes.

### At 10 Weeks, CD4 + Memory T Cell Counts Decrease in HFD Females (vs. Males) in MRPVAT While M1-Like Macrophage Numbers Increase in HFD Females (vs. Males) in APVAT Before Hypertension

Subtypes of CD4 T cells, CD8 T cells and macrophages were quantified in MRPVAT (Figures 3A–C) and APVAT (Figures 3D–F), after 10 weeks on a CD or HFD in both sexes by flow cytometry. CD4 and CD8 T cells were classified as recently activated (expressing early marker CD25 or late marker OX-40), regulatory (Foxp3+), antigen-experienced/memory (CD45RC-) or naïve (CD45RC+). CD68+ macrophages were classified as M1-like (expressing CD86 and MHCII) or M2-like (CD163+).

**FIGURE 3:**
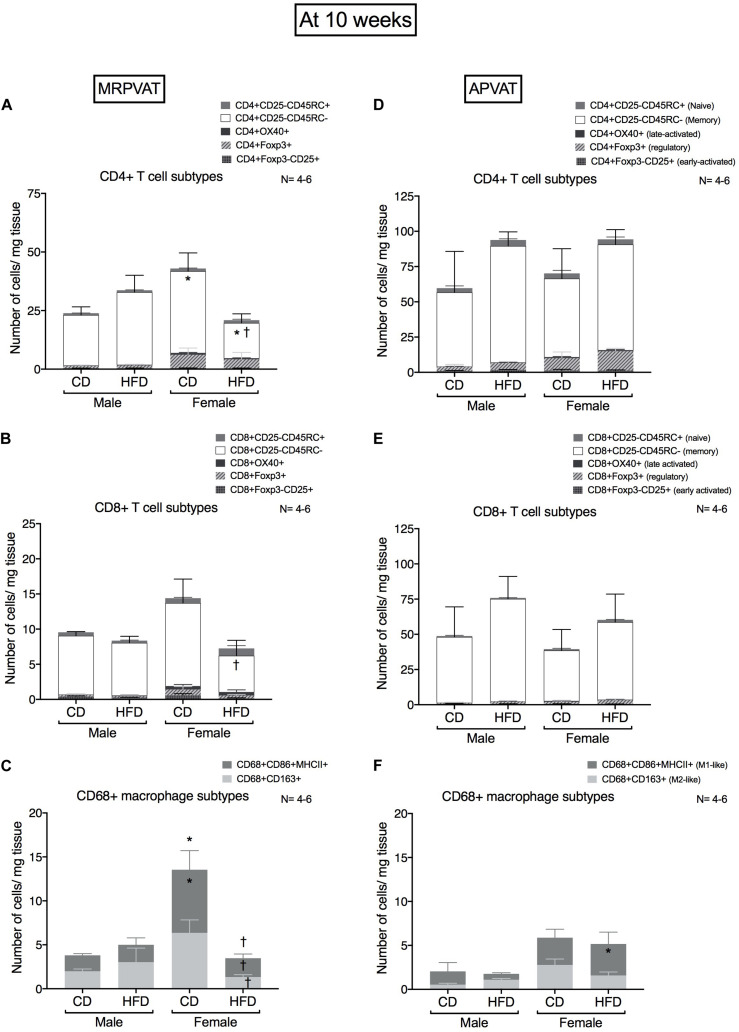
Sex-differences in T cell and macrophage subtypes in PVATs before the development of hypertension. Subtypes of CD4+, CD8 + T cells and CD68+ macrophages in MRPVAT and APVAT of both sexes at 10 weeks on diet (before hypertension) were quantified by flow cytometry. Subtypes of CD4 + : CD4 + CD25 +, CD4 + OX40 +, CD4 + Foxp3 +, CD4 + CD45RC- and CD4 + CD45RC + cells **(A,D)**, CD8 + T: CD8 + CD25 +, CD8 + OX40 +, CD8 + Foxp3 +, CD8 + CD45RC- and CD8 + CD45RC + cells **(B,E)**, and CD68 + CD68 + CD163 + and CD68 + CD86 + MHCII + macrophages **(C,F)** were measured. Bars represent means ± SEM for the absolute cell counts of each immune cell type, normalized to tissue weight (in milligram). Number of animals is indicated by N. A *P* < 0.05 by two-way ANOVA with Tukey’s test for multiple comparison, was considered statistically significant. * and † inside/outside the stacks in the graph represent a significant difference in the specific stack of immune cells/sum total of immune cells between the sexes within each diet and between the diets within each sex respectively.

#### MRPVAT

Females on a CD had a greater number of CD4 memory T cells vs. males on a CD, while females on a HFD contained a reduced number of CD4 memory T cells vs. HFD males and CD females (Figure 3A). Females on a HFD had reduced CD8 T cell counts vs. females on a CD (Figure 3B). Females on a CD had a greater number of M1-like macrophages vs. males on a CD, while CD females had a greater number of both M1-like and M2-like macrophages vs. HFD females (Figure 3C).

#### APVAT

There were no differences in CD4 and CD8 T cell subtypes between the sexes or diets (Figures 3D,E). Females on a HFD had greater number of M1-like macrophages vs. males on a HFD (Figure 3F).

### At 17 Weeks, Immune Composition Changes Occur With the Onset of Hypertension That Is Mostly Diet-Dependent in MRPVAT (Females > Males) and Diet-Independent in APVAT

Subtypes of CD4 T cells, CD8 T cells and macrophages were quantified in MRPVAT (Figures 4A–C) and APVAT (Figures 4D–F), after 17 weeks on a CD or HFD in both sexes by flow cytometry.

**FIGURE 4:**
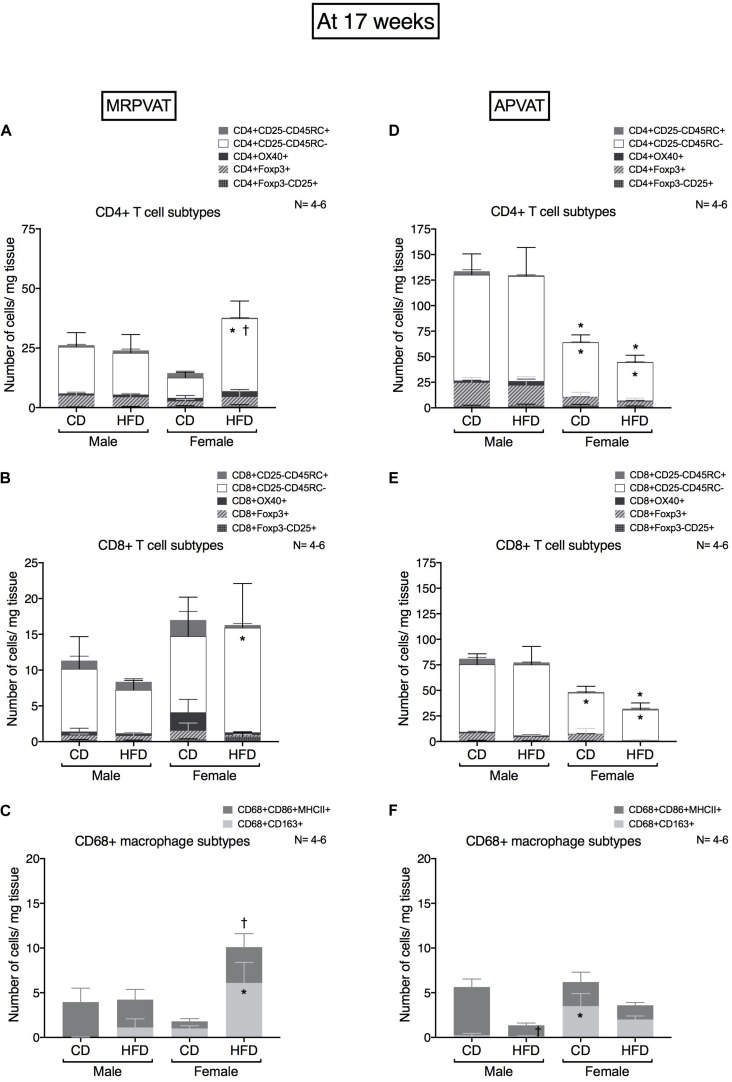
Sex-differences in T cell and macrophage subtypes in PVATs peak at 17 weeks on diet, with the onset of hypertension. Subtypes of CD4 +, CD8 + T cells and CD68 + macrophages in MRPVAT and APVAT of both sexes at 17 weeks on diet (onset of hypertension with HFD) were quantified by flow cytometry. Subtypes of CD4 + T cells **(A,D)**, CD8 + T cells: cells **(B,E)** and CD68 + macrophages **(C,F)** were measured. Bars represent means ± SEM for the absolute cell counts of each immune cell type, normalized to tissue weight (in milligram). Number of animals is indicated by N. A *P* < 0.05 by 2-way ANOVA with Tukey’s test for multiple comparison, was considered statistically significant. * and † inside/outside the stacks in the graph represent a significant difference in the specific stack of immune cells/sum total of immune cells between the sexes within each diet and between the diets within each sex respectively.

#### MRPVAT

Females on a HFD had a greater number of CD4 memory T cells vs. HFD males and CD females (Figure 4A). Females on a HFD had a greater number of CD8 memory T cells vs. HFD males (Figure 4B). Females on a HFD had a greater number of M2 macrophages vs. HFD males (Figure 4C).

#### APVAT

Females had a lesser number of CD4 and CD8 memory T cells vs. males independent of the diet (Figures 4D,E). Females on a HFD had a greater number of M2-like macrophages vs. HFD males. Males on a HFD had a reduced M1 macrophage count vs. CD males (Figure 4F).

### At 24 Weeks, Diet-Dependent Immune Composition Changes With Hypertension in PVATs Begin to Occur in Males but Diminish in Females

CD4 T cell, CD8 T cell and macrophage subtypes were quantified in MRPVAT (Figures 5A–C) and APVAT (Figures 5D–F), after 24 weeks on a CD or HFD in both males and females by flow cytometry.

**FIGURE 5:**
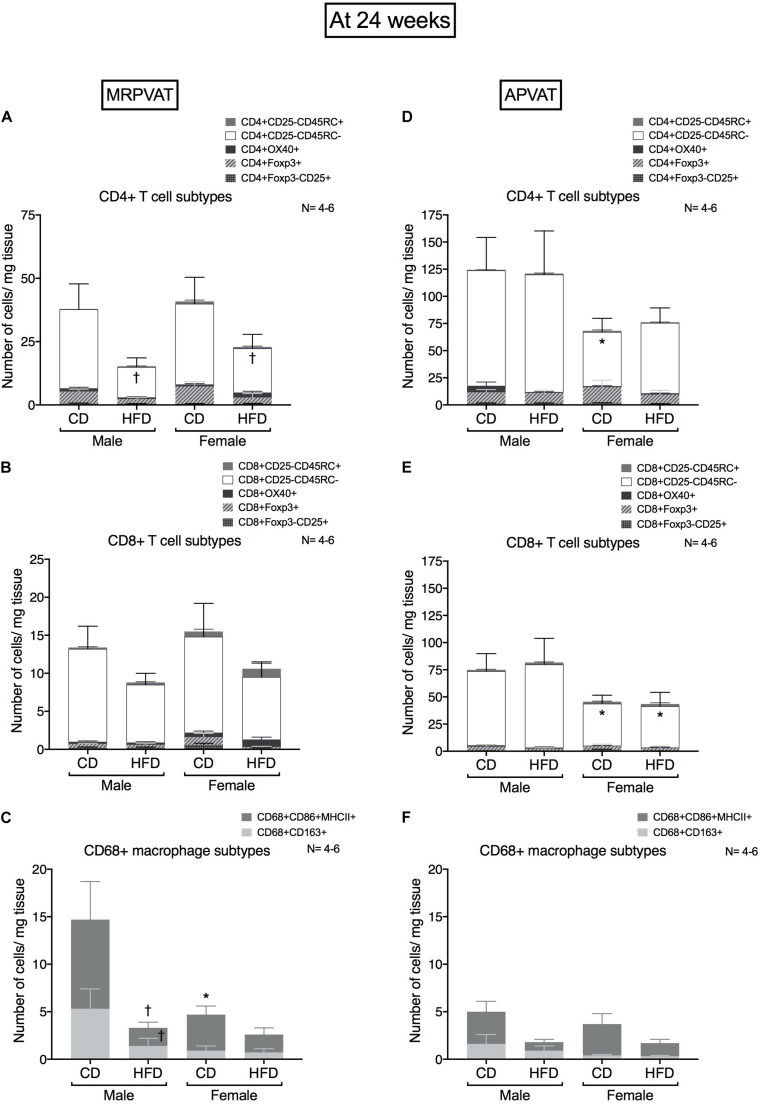
Sex-differences in immune cells diminish with the progression of hypertension after 24 weeks on diet. Subtypes of CD4 +, CD8 + T cells and CD68 + macrophages in MRPVAT and APVAT of both sexes at 24 weeks on diet (hypertensive with HFD) were quantified by flow cytometry. Subtypes of CD4 + T cells **(A,D)**, CD8 + T cells: cells **(B,E)**, and CD68 + macrophages **(C,F)** were measured. Bars represent means ± SEM for the absolute cell counts of each immune cell type, normalized to tissue weight (in milligram). Number of animals is indicated by N. A *P* < 0.05 by two-way ANOVA with Tukey’s test for multiple comparison, was considered statistically significant. * and † inside/outside the stacks in the graph represent a significant difference in the specific stack of immune cells/sum total of immune cells between the sexes within each diet and between the diets within each sex respectively.

#### MRPVAT

High fat diet fed rats had a lesser number of CD4 memory T cells vs. CD fed rats independent of sex (Figure 5A). There were no differences in CD8 T cell subtypes between the sexes or diets (Figure 5B). Males on a HFD had a lesser number of M1-like macrophages vs. CD males (Figure 5C). This is consistent with the RNA seq results that diet-differences were prominent in males vs. females.

#### APVAT

Females on a CD had a reduced number of CD4 memory T cells vs. males on a CD (Figure 5D). Females had a reduced number of CD8 memory T cells vs. males, independent of diet (Figure 5E). There were no differences in macrophage subtypes between the sexes or diets (Figure 5F).

### Females on a HFD Have Higher Expression of M2-Like Macrophage (at 10 Weeks, Pre-hypertensive) and Regulatory T Cell Markers (at 17 Weeks, Onset of Hypertension) in PVATs vs. HFD Males

Mean fluorescence intensity (MFI) was used to quantify the magnitude of expression (different from absolute cell counts) of markers of specific immune cells over the time course of hypertension development and progression. MFI of all the markers used in the study were quantified. Only those that indicated sex or diet differences were included here. CD163 expression on CD163 + macrophages, Foxp3 expression on CD4+ Foxp3+ and CD8+ Foxp3 + T cells were quantified in MRPVAT (Figures 6A–C) and APVAT (Figures 6D–F), after 10, 17, or 24 weeks on a CD or HFD in both sexes by flow cytometry.

**FIGURE 6:**
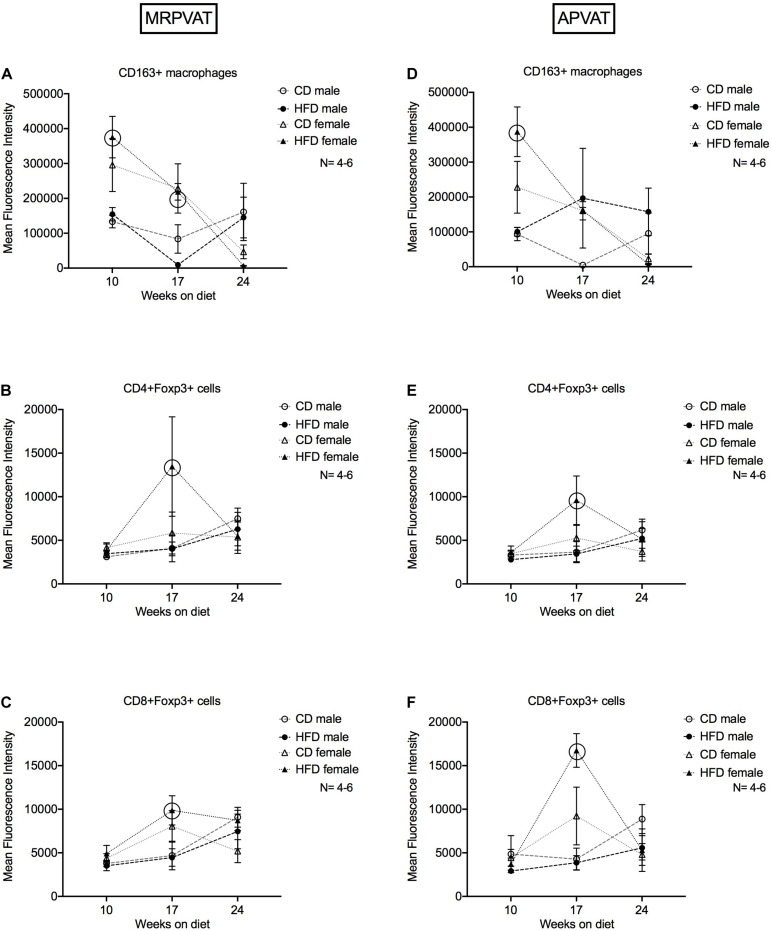
Magnitude of expression of markers of M2-like macrophages and T regulatory cells over the time course of hypertension development and progression. Mean fluorescence intensities (MFI) of CD163 on CD163 + M2-like macrophages **(A,D)**, Foxp3 on CD4 + **(B,E)** and CD8 + **(C,F)** T regulatory cells in MRPVAT and APVAT of both sexes over the time course on diet were quantified by flow cytometry. Points represent means ± SEM of the magnitude of expression (measured by MFI) of the specified marker. Number of animals is indicated by N. A *P* < 0.05 by two-way ANOVA with Tukey’s test for multiple comparison, was considered statistically significant. Circles in the graph represent a significant difference in MFI between the sexes within a diet at a given time point.

#### MRPVAT

Females on a HFD had greater expression of CD163 on CD163+ macrophages at 10 and 17 weeks vs. HFD males (Figure 6A). Females on a HFD had greater expression of Foxp3 on CD4 + Foxp3 + and CD8 + Foxp3 + T cells at 17 weeks vs. HFD males (Figures 6B,C).

#### APVAT

Females on a HFD had greater expression of CD163 on CD163+ macrophages at 10 weeks vs. HFD males (Figure 6D). Females on a HFD had greater expression of Foxp3 on CD4+ Foxp3+ and CD8+ Foxp3 + T cells at 17 weeks vs. HFD males (Figures 6E,F). Sex-differences with a HFD was prominent in terms of MFI, aligning with the RNA-seq data.

### Summary

Basal sex-differences in T cell and macrophage subtypes exist in PVATs in the Dahl S strain (at 10 weeks on a CD). After 10 weeks on HFD (before hypertension develops): sex-differences in T cell and macrophage subtypes were observed. Diet-dependent changes occurred in both males and females in a PVAT-specific manner. After 17 weeks on HFD (onset of hypertension): HFD-dependent changes were the most prominent in MRPVAT and diet-independent changes in APVAT. After 24 weeks on HFD (hypertensive): HFD-induced immune changes started to occur in males and diminish in females (also reflected in sequencing studies) in the PVATs (Graphical Abstract).

## Discussion

Treatment with the lymphocyte inhibitor mycophenolate mofetil lowers the increases in blood pressure in male Dahl S rats, suggesting a role for T and B cells in high salt diet-induced hypertension (Spradley et al., 2013). Mice lacking either functional macrophages or T and B cells resisted increases in BP with Ang-II treatment (Saely et al., 2012). Hence, immune cells are important causative links to hypertension development. The reason the current study focused on whether specific immune cell population changes in PVATs precede hypertension development is that such a finding would support immune changes as a cause rather than just an effect of hypertension. The primary goal of the current work was to understand whether immune cell changes in PVATs occurred prior to or after the development of hypertension. We hypothesized that such changes would be similar in the male and female, given that the magnitude and timeline of hypertension development was similar in Dahl S rats, when fed a high-fat diet (Supplementary Figure 1). Our findings suggested that the immune-level changes in PVATs preceded hypertension development but were different in the males vs. the females.

Only MRPVAT was chosen for the RNA-seq study because MRPVAT is a part of the visceral adipose tissue that is associated with increased risk for CVDs and MRPVAT surrounds arterial blood vessels that control peripheral vascular resistance (Saely et al., 2012). Thus, if immune-level changes were to occur in PVAT with hypertension, then MRPVAT (over APVAT) seemed to us as the apt choice for RNA-seq to get leads that would guide us to flow cytometry experiments focusing on specific immune cell types. The RNA-seq data at 24 weeks in MRPVAT support two main ideas. First, diet-differences in immune cell changes occurred in males (males > females) – this aligns with the flow cytometry data (Figures 1, 5). Second, sex-differences in immune changes in MRPVAT are more prominent with a HFD than a CD (particularly Figure 6). This is, however, in contradiction to the flow cytometry data that sex-differences diminish at 24 weeks. Flow cytometry panels are by necessity more limited in scope compared to the sequencing data. Thus, most of the gene expression changes that were revealed were not able to be assessed by flow cytometry. Also, cell numbers of a given type as measured by flow cytometry could diminish even if those cells expressed more of a specific set of genes as measured by bulk RNA-seq, making a direct comparison difficult.

### High Fat Diet-Induced Hypertension vs. Physiological Aging

Physiological aging is associated with increased visceral adipose tissue mass, systemic low grade inflammation and increased cardiovascular disease risk (Mau and Yung, 2019; Zemančíková and Török, 2019). All these phenotypes overlap with that of our experimental model.

Hence, effort was taken to tease out the gene expression differences (from the sequencing study) that were solely associated with a HFD vs. those that were “diet-independent or CD-dependent” or in fact “age-related.” Although sex-differences were not originally anticipated in this model, we confirmed findings from the sequencing data with the flow cytometry studies.

### Sex as a Biological Factor for Immunological Changes in PVAT: Causal for Development of Hypertension?

Sex-differences in the immune system functions, in PVAT functions and in the development and progression of hypertension are well-recognized in both humans and rodents (Small et al., 2019; Spradley et al., 2013; Tipton and Sullivan, 2014). In the current study, there were sex-differences in T cells and macrophage sub-populations in PVATs even at baseline. Females exhibit greater changes in immune populations (especially T cell and macrophage subtypes) with HFD-induced hypertension. This aligns with a previous finding that T cell profile in abdominal adipose tissue of females changes more with aging in mice vs. males (Spradley et al., 2013). T cells, by contributing to macrophage recruitment, may thus precede macrophage infiltration in obesity (Nishimura et al., 2009). Also, we observed an increase in memory T cells in MRPVAT (HFD-dependent and time point-dependent sex differences) and in APVAT (in males only and diet independent). Similarly, memory T cells increased in blood, vasculature and kidneys of hypertensive mice (Itani and Harrison, 2015). In our study, although there were no differences in the number of Tregs with hypertension in the sexes, females on a HFD with moderate increase in blood pressure vs. age-matched HFD males had increased expression of Foxp3 on Tregs, consistent with females maintaining more Tregs vs. males in Ang II hypertension and SHR (Pollow et al., 2014; Tipton and Sullivan, 2014).

In our study, although the blood pressure rises equally in both sexes with a HFD, the basal immunological differences in PVATs are exacerbated with HFD-induced hypertension in females more than males. These taken together suggest that any immune mechanisms in PVATs driving hypertension are different in males vs. females. This is also supported by findings from another study from our group, using the same Dahl S-HFD model. They demonstrated that only HFD-males developed blood pressure-associated renal inflammation and injury while the HFD-females seem to be protected against such renal injury by maintenance of the Treg population in the kidneys (Fernandes et al., 2018). Several reasons could explain the observed sex-differences in T cell and macrophage subtypes including the sex-hormones (Davis et al., 2014; Meyer et al., 2016; Taylor and Sullivan, 2016), cytokines (Henstridge et al., 2019; Tipton and Sullivan, 2014), adipokines (Considine et al., 1996; Landt et al., 1998), genetics/epigenetics (Mattson et al., 2008), and microbiota (Beale et al., 2019; Karbach et al., 2016) and thus pave ways for exciting future investigations.

### Are all the Immune Changes in PVATs Detrimental?

Macrophages and T cells were the top two immune cell types identified to play a role in the sex-differences in the development and progression of HFD-induced hypertension in the current study. HFD-fed mice had increased M1-like macrophage infiltration in APVAT (Almabrouk et al., 2018). Ang II increased proinflammatory monocyte/macrophage infiltration in PVAT in Treg-deficient mice (Mian et al., 2016). In the current study, a surge in the M1-like macrophage levels was observed at 10 weeks (CD females in MRPVAT and HFD females in APVAT), suggesting that immunological PVAT dysfunction precedes the development of hypertension. Although M2-like macrophages are in general protective, several studies point to the role of M2-like macrophages in dysfunctional AT, insulin-resistance (Wentworth et al., 2010) or vascular remodeling and fibrosis (Moore et al., 2015). However, at this point, we cannot interpret if the immune changes we observed are beneficial or detrimental, or neutral. Thus, deeper phenotypic characterization of the macrophage and other immune cell subtypes identified in the current study would be an excellent next step to understand their function.

### Physiological Relevance of Our Current Findings

APVAT had 3-7 times higher density of immune cells vs. MRPVAT in Dahl S rats (current study) and SD rats in both sexes (Kumar et al., 2020). This difference may be due to the differences in PVAT functions or the differences in the functions of blood vessels they surround. Aorta is a conduit vessel that stiffens during hypertension and the surrounding PVAT (APVAT) is brown-like fat. On the other hand, mesenteric resistance vessels are directly responsible for the control of total peripheral vascular resistance and the surrounding PVAT (MRPVAT) is white fat-like PVAT, part of the visceral fat that is associated with cardiovascular complications in obesity. Thus anatomically and physiologically APVAT is different from MRPVAT. In addition, our previous paper on healthy Sprague Dawley rats revealed that APVAT had a much greater density of immune cells vs. MRPVAT (Kumar et al., 2020), similar to our findings in the current paper on Dahl S rats. Based on these, we expected to see a higher immune cell density in APVAT vs. MRPVAT but could not hypothesize any further due to lack of studies directly comparing MRPVAT with APVAT.

Of course a key question is: Do immune cell changes in APVAT or MRPVAT (or both) promote hypertension in our animal model? Currently there are no PVAT-specific cells/proteins to which would allow us to genetically manipulate all PVATs or one PVAT location or type. Immunological changes in PVATs precede the development of CVDs such as HFD-induced hypertension (current study) and atherosclerosis. This is important to know because assessing PVAT function at an early stage has the potential to prevent the development of hypertension/other CVDs. Clinically, women are more prone to adverse drug reactions in all anti-hypertensive drug groups (Rydberg et al., 2018). Thus, gender-based and tissue (PVAT)-specific pharmacological treatments may reduce the dosage and limit drug toxicity and may also lead to better blood pressure control.

## Limitations

Dendritic cells and eosinophils (Withers et al., 2017) could not be included due to the lack of availability of reliable flow cytometry markers in the rat. The origin of the specific immune cell subtypes identified in PVATs with HFD over the time course is not interpretable from the current study. Factors known to be linked to sex-differences in hypertension-gonadal hormones, cytokines and adipokines or their receptor levels were not the focus of this study and were not measured. Also, estrous staging or ovariectomizing females were not done. RNA-sequencing at 10- and 17-week time points were not performed because the blood pressures were the most elevated at 24 weeks with a HFD. Female CD vs. HFD demonstrated a few DEGs which was unexpected given the blood pressure differences observed. However, the quality of the input RNA and sequencing studies eliminates this being an experimental error. 

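In simulated data, the comparison of HFD and CD females had less power than that of the males. Gene IDs were drawn independently, each with the same spread in both groups, estimated from these animals. There, limma called 22% of gene IDs changed by a log2 fold change of 1.5 in the female comparison and 71.7% in the male comparison. For a log2 fold change of 3 it called 79% and 93.9%. False calls numbered 4 among 13660 unchanged gene IDs in the female comparison and 6 among 13760 in the male comparison. The simulation held no shift shared by many gene IDs of a library and no unequal spread between groups. It therefore cannot show the power or the false calls under such conditions. The median SD within a group, on the log2 scale over 15128 gene IDs, was 0.59 in the 4 CD females and 0.17 in the 3 kept HFD females. In the 5 CD males it was 0.28 and in the 4 HFD males 0.25. With G73FHF3 the HFD females had a median SD of 0.28, and with G75FHF5 as well 0.50. Without G75FC4 and G75FC5, it was 0.20 in the CD females. When the males were reduced to 3 HFD and 4 CD animals, 20 subsets gave between 0 and 1647 gene IDs, with a median of 32.5.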

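The FPKM table gives several measures of the libraries themselves. The number of gene IDs at 0.5 FPKM or more was lowest in G75FC5 (11865), G75FC4 (12798) and G76MC3 (13004), all on the CD, and reached 14733 in G75FHF5. Low depth did not set this order, since G75FC4 and G75FC5 had 55148275 and 44708768 reads in genes and G75FHF5 had 14547762. Whether greater depth went with fewer gene IDs was not tested. The 10 highest gene IDs took 8.25% of the reads in G73FC4 and 16.4% in G75FHF5, the ends of the range. The correlation of expression with gene length (Spearman's rho across gene IDs, relative to the mean of the animals) went from -0.177 in G75FC5 to 0.202 in G73FC4. The libraries of each group were distinct, with a chi-square per degree of freedom of at least 15.2 between the reads of any pair (32 pairs). RNA integrity is given by the paper and was not measured here.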

Finally, the functional roles or consequences of the dynamic immune cell changes in PVAT warrants further studies. This is of real interest to the future studies in our group.

## Conclusion

This rigorous time course study identified that immune cells (especially T cell and macrophage subtypes) in PVATs respond to a HFD before hypertension occurs in both sexes of Dahl S rats. Additionally, sex-differences in PVATs exist at baseline and become more prominent, driven by a HFD with the development and progression of hypertension.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI GEO; GSE165369.

## Ethics Statement

The animal study was reviewed and approved by the Michigan State University Institutional Animal Care and Use Committee and complied with the National Institutes of Health Guide for Animal Care and Use of Laboratory Animals (2011).

## Author Contributions

RK, AC, GF, CR, and SW contributed to the conception and design. RK, AC, and HG contributed to the acquisition of data. RK, YY, GF, CR, and SW contributed to the analysis and interpretation of the data. RK and SW involved in drafting of the manuscript. RK, YY, AC, SB, GF, CR, and SW involved in the manuscript revision and final approval. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Phenotypic Changes in T Cell and Macrophage Subtypes in Perivascular Adipose Tissues Precede High-Fat Diet-Induced Hypertension
**Source:** Front Physiol. 2021 Mar 17;12:616055. doi: 10.3389/fphys.2021.616055
**Supplement:** Supplementary file 1

**Supplementary Figure- S1**

**Figure S1: Development and progression of hypertension with high fat feeding.**

Comparison of mean arterial pressure (MAP) measured by tail cuff at 10, 17 and 24 weeks of control (CD) or high-fat (HFD) diet, in both males and females. Data are presented as mean+SEM. * denotes significant differences (p< 0.05; 2-way ANOVA with posthoc Tukey test) between CD and HFD within a sex at a given time point.

**Supplementary Figure- S2**

**Figure S2: HFD-fed animals have increased non-PVAT visceral fat mass.**

Body weights (A) weights of APVAT, MRPVAT and RP fat (retroperitoneal fat, non-PVAT white visceral fat) with 10 (B), 17 (C) and 24 (D) weeks on control (CD) or high-fat (HFD) diet. Tissue weights (in grams, g) are normalized to their respective body weights (in grams, g). * and † in the graph represent a significant difference (p< 0.05; 2-way ANOVA with posthoc Tukey test) in the specific tissue weight between the sexes within each diet and between the diets within each sex respectively.

**Supplementary Table- S1** List of antibody panels

| Antibody | Fluorochrome | Supplier | Clone | Dilution |
| --- | --- | --- | --- | --- |
| *Baseline* | | | | |
| Live/dead | Zombie aqua | Biolegend |  | 1:1000 |
| CD45 | APC/Cy7 | BD Bioscience | OX-1 | 1:200 |
| CD3 | FITC | BD Bioscience | 1F4 | 1:100 |
| *Immunophenotyping panel* | | | | |
| CD4 | BV605 | BD Bioscience | OX-35 | 1:50 |
| CD8a | PerCPeFluor710 | eBioscience | OX-8 | 1:100 |
| B220 | PE/Cy7 | BD Bioscience | OX-39 | 1:50 |
| CD68 | AF647 | Biorad | ED1 | 1:10 |
| CD161 | APC | Biolegend | 3.2.3 | 1:100 |
| HIS48 | FITC | BD Bioscience | HIS-48 | 1:100 |
| FcεRI | FITC | EMD Millipore | γ-subunit | 1:25 |
| Foxp3 | AF647 | Biolegend | 150D | 1:20 |
| *T cell panel* | | | | |
| CD4 | BV605 | BD Bioscience | OX-35 | 1:50 |
| CD8 | PerCPeFluor710 | eBioscience | OX-8 | 1:100 |
| CD25 | PE | BD Bioscience | OX-39 | 1:100 |
| CD134 | BV711 | BD Bioscience | OX-40 | 1:50 |
| CD45RC | AF680 | Santa Cruz | OX-22 | 1:50 |
| Foxp3 | AF647 | Biolegend | 150D | 1:20 |
| *Macrophage panel* | | | | |
| CD68 | AF700 | Biorad | ED1 | 1:10 |
| CD86 | AF647 | Biolegend | 24F | 1:50 |
| CD163 | PE | Thermofisher | ED2 | 1:50 |
| MHCII | BV711 | BD Bioscience | OX-6 | 1:50 |

**Supplementary Table- S2** Definitions of specific immune sub-populations

| Surface markers | Definitions |
| --- | --- |
| *T cell subtypes* |  |
| CD4+Foxp3-CD25+ or  CD8+Foxp3-CD25+ | Recently activated T cells (early marker) |
| CD4+OX40+ or  CD8+OX40+ | Recently activated T cells (late marker) |
| CD4+Foxp3+ or CD8+Foxp3+ | Regulatory T cells |
| CD4+CD25-CD45RC- or  CD8+CD25-CD45RC- | Memory (antigen experienced) T cells |
| CD4+CD25-CD45RC+ or  CD8+CD25-CD45RC+ | Naïve T cells |
| *Macrophage subtypes* |  |
| CD68+CD86+MHCII+ | Classically activated M1-like macrophages |
| CD68+CD163+ | Alternatively activated M2-like macrophages |

# Supplementary material for: Phenotypic Changes in T Cell and Macrophage Subtypes in Perivascular Adipose Tissues Precede High-Fat Diet-Induced Hypertension
**Source:** Front Physiol. 2021 Mar 17;12:616055. doi: 10.3389/fphys.2021.616055
**Supplement:** Supplementary file 3

```
# DEG analysis for Sex difference in PVAT tissues precede HF
# diet-induced hypertension
```

```
library(tidyverse)
library(Rattus.norvegicus)
library(DESeq2)
```

```
# 0. Define functions -----
```

```
DEG_cal <- function(cts, coldata, sam_list){
  ##### arguments:
  # cts expression readcount matrix
  # coldata: the meta data about samples
  # sam_list: the sample list for comparisons
  ##### return value
  # return a list of two items:
  # The DEGs with base level, Log2FC, and Padj
  # The # of DEGs for all comparisons

  DEG_list <- map(sam_list, function(x){
    cts_t <- cts[,x]
    coldata_t <- coldata[x,]
    dds_t <- DESeqDataSetFromMatrix(countData = cts_t,
                                     colData = coldata_t,
                                     design = ~ type)
    dds_t <- DESeq(dds_t)
    resMF <- results(dds_t, alpha = 0.05)
    resultsNames(dds_t)
    DEGs <- subset(resMF, padj < 0.05) %>% .[,c(1,2,6)]
    DEGs
  })
  list(DEG = DEG_list,
       DEG_n = map_dbl(DEG_list, nrow))
}
```

```
pca_ana <- function(dds_data, fn){

  ##### arguments:
  # dda_data: DESeq2 data structure
  # fn: the name and directory for saving the PCA plots
  ##### return value
  # no return value
```

save the PCA plot to the directory with the file name provided.

```
vsd <- vst(dds_data, blind=FALSE)
pcaData <- plotPCA(vsd, intgroup=c("gender", "type"), returnData=TRUE)
percentVar <- round(100 * attr(pcaData, "percentVar"))

pcaData %>% as_tibble(rownames = "sample") %>%
  ggplot(aes(PC1, PC2, shape = type, color = gender)) +
  geom_point(size=3) +
  xlab(paste0("PC1: ", percentVar[1], "% variance")) +
  ylab(paste0("PC2: ", percentVar[2], "% variance")) +
  ggrepel::geom_text_repel(aes(label = sample),
    size = 2) +
  theme_classic()+
  scale_shape_manual(values=c(15, 16, 17, 18),
    breaks=c("C", "HF"),
    labels=c("Control", "High fat"))+
  scale_color_manual(values=c('#000000', '#999999'),
    breaks=c("F", "M"),
    labels=c("Female", "Male"))+
  theme(
    text = element_text(size=14),
    legend.position = "top",
    panel.border = element_rect(colour = "black", fill=NA, size=1),
    legend.title = element_blank(),
    axis.title = element_text(size=14)
  )
ggsave(fn, width = 6, height = 6, units = "in")
}
```

1. Load the readcount and Exploratory data analysis -----

```
#readcount.csv: 18 samples. readcount_only_mrpvat.csv 20samples
read_count <- read_csv("../data/readcount_only_mrpvat.csv")
# with all the the samples for this study.
cts_with_outlier <- read_count[,-c(1:5)] %>% as.matrix()
rownames(cts_with_outlier) <- read_count[[1]]

#sample meta data
coldata_with_outlier <- tibble(
  samples = colnames(cts_with_outlier),
  type = map_chr(colnames(cts_with_outlier), str_sub,5,6),
  gender = map_chr(colnames(cts_with_outlier), str_sub,4,4),
```

```

  animal = map_chr(colnames(cts_with_outlier), str_sub,1,3)
)
coldata_with_outlier[c(15:20,6:9), 2] <- coldata_with_outlier[c(15:20,6:9), 2] %>% unlist %>%
str_sub(1,1)
coldata_with_outlier$type <- factor(coldata_with_outlier$type, levels = c("C", "HF"))
coldata_with_outlier$gender <- factor(coldata_with_outlier$gender, levels = c("F", "M"))

# remove the genes without gene symbols.
gene_ID_2_symbol <- select(Rattus.norvegicus, keys = rownames(cts_with_outlier),
columns="SYMBOL",
                        keytype="ENSEMBL") %>%
.[complete.cases(.),] %>%
.[!duplicated(.$ENSEMBL),] %>%
as_tibble()
cts_with_outlier <- cts_with_outlier[gene_ID_2_symbol$ENSEMBL,]

# EDA
dds_with_outlier <- DESeqDataSetFromMatrix(cts_with_outlier,coldata_with_outlier,
design = ~ type)

# data distribution without normalization
boxplot(log10(counts(dds_with_outlier)+1))
#EDA after normalization
dds_with_outlier <- estimateSizeFactors(dds_with_outlier)
boxplot(log10(counts(dds_with_outlier,normalized=TRUE)+1))

fn <- "../results/dds_with_outlier.png"
pca_ana(dds_with_outlier, fn)

# we found two outlier, G75FHF5 and G73FHF3. The two outlier are in column 15 and 17 of the
read_count data frame
colnames(read_count)[c(17, 19)]

#Clearly G75FHF5 is an outlier, and we will run the DEG analysis using expression data matrix
with and without G73FHF3.

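The code excludes G75FHF5 and G73FHF3 in separate steps. It computes the principal components with all samples, drops G75FHF5 from the counts after them, and then runs all comparisons with and without G73FHF3. A comment after the principal components names both animals as outliers. A comment further down gives a reason for leaving out G73FHF3: with it, the comparison of HFD and CD females had no DEG, while the diet was held to have a significant effect. In the FPKM data, females on the HFD and CD differed in 0 gene IDs by limma with 3, 4 or 5 HFD females, as given beside the counts for each sex. The smallest limma adjusted p with 3 was 0.224.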

# 2. DEG analysis -----
cts <- read_count[,-c(1:5, 17)] %>% as.matrix()
rownames(cts) <- read_count[[1]]
cts <- cts[gene_ID_2_symbol$ENSEMBL,]

```

```

# during PCA analysis, the "Type" is set as "HF" and "C".
# during DEG analysis, the "Type" should be set as "MHF", "MC", "FC", "FHF"
#sample meta data
coldata <- tibble(
  samples = colnames(cts),
  type = map_chr(colnames(cts), str_sub,4,6),
  gender = map_chr(colnames(cts), str_sub,4,4),
  animal = map_chr(colnames(cts), str_sub,1,3)
)

coldata[c(6:9, 14:19), 2] <- coldata[c(6:9, 14:19), 2] %>% unlist %>% str_sub(1,2)
coldata$type <- factor(coldata$type)
coldata$gender <- factor(coldata$gender)
# the sample list for each experimental conditions with and with out G73FHF3
# sample. In the cts matrix G73FHF3 is in column 13
colnames(cts)[13]

sam_w_G73FHF3 <- list(
  HF_M_VS_F = c(1:5,10:13),
  Ctrl_M_VS_F = c(6:9, 14:19),
  Female_HF_VS_Ctrl = c(10:13,15:19),
  Male_HF_VS_Ctrl = c(1:9,14)
)

sam_wo_G73FHF3 <- list(
  HF_M_VS_F = c(1:5,10:12),
  Ctrl_M_VS_F = c(6:9, 14:19),
  Female_HF_VS_Ctrl = c(10:12,15:19),
  Male_HF_VS_Ctrl = c(1:9,14)
)

DEG_w_G73FHF3 <- DEG_cal(cts,coldata = coldata, sam_list = sam_w_G73FHF3)
DEG_wo_G73FHF3 <- DEG_cal(cts,coldata = coldata, sam_list = sam_wo_G73FHF3)

DEG_w_G73FHF3$DEG_n
# since the DEGs in FHF vs FC is zero with G73FHF3. Considering the significant
# effect of high fat diet, we removed G73FHF3 as an outlier.
# we further add another criteria as the absolute value of LOG2FC is larger than
# 1, which means the expressions in experimental groups are at least double
# or half of those in the control groups.

DEG_wo_G73FHF3 <- DEG_wo_G73FHF3$DEG

```

```

DEG_wo_G73FHF3_fc_1 <- map2(DEG_wo_G73FHF3, names(DEG_wo_G73FHF3), function(df,
nm){
  df <- df[abs(df[,2]) > 1,] %>% as_tibble(rownames = "Gene_ID")
  df$comparison <- nm
  df
})

```

```

DEG_wo_G73FHF3_df <- bind_rows(DEG_wo_G73FHF3_fc_1)
write_csv(DEG_wo_G73FHF3_df, "../results/DEG_gender_HF.csv")

```

2. identify the immune related DEGs -----

```

file_list <- list.files(path="../data/immunegotxtfiles")
file_name <- paste0("../data/immunegotxtfiles/", file_list)
GO_IMMU <- map(file_name, read_tsv, col_names = F)
names(GO_IMMU) <- str_sub(file_list, start = 1 , end = 9)
GO_IMMU <- map(GO_IMMU, function(x){
  colnames(x) <- c("Gene_ID", "Symbol")
  x[[2]] <- toupper(x[[2]])
  x
})

```

load the DEGs

```

DEG_gender_HF <- read_csv("../results/DEG_gender_HF.csv")
All_data <- DEG_gender_HF
# add the gene symbols
gene_ID_2_symbol <- select(Rattus.norvegicus, keys = All_data$Gene_ID, columns="SYMBOL",
keytype="ENSEMBL") %>%
  .[complete.cases(.),] %>%
  .[!duplicated(.$ENSEMBL),] %>%
  as_tibble()
gene_ID_2_symbol$SYMBOL <- toupper(gene_ID_2_symbol$SYMBOL)
All_data <- left_join(All_data, gene_ID_2_symbol, by = c("Gene_ID" = "ENSEMBL"))

```

```

comp <- unique(All_data$comparison)
comp_gender <- comp[1:2]
comp_diet <- comp[3:4]

```

plot the venn diagram

```

venn_data <- function(comp1, fn){
  data_4_plot <- map(comp1, function(x){
    All_data %>% filter(comparison == x) %>%
      dplyr::select(SYMBOL) %>%

```

```

    unlist() %>% unname()
  })
  names(data_4_plot) <- comp1
  if(file.exists(fn)){
    print("file exists. Try another file name.")
  } else{
    venn.diagram(data_4_plot, fill = c("red", "green"),
      filename = fn)
  }

  data_4_plot <- list(
    setdiff(data_4_plot[[1]], data_4_plot[[2]]),
    setdiff(data_4_plot[[2]], data_4_plot[[1]]),
    intersect(data_4_plot[[2]], data_4_plot[[1]])
  )
  names(data_4_plot) <- c(comp1, "shared")
  data_4_plot

}

fn_diet <- "../results/venn_diet.png"
fn_gender <- "../results/venn_gender.png"
comp_gender_res <- venn_data(comp_gender, fn_gender)
comp_diet_res <- venn_data(comp_diet, fn_diet)

names(comp_gender_res) <- c(paste0(names(comp_gender_res)[1:2], "_unique"),
  paste0(names(comp_gender_res)[3], "_gender"))

names(comp_diet_res) <- c(paste0(names(comp_diet_res)[1:2], "_unique"),
  paste0(names(comp_diet_res)[3], "_diet"))

fn_gender <- paste0("../results/", names(comp_gender_res), ".txt")
fn_diet <- paste0("../results/", names(comp_diet_res), ".txt")

walk2(comp_gender_res, fn_gender, write)
walk2(comp_diet_res, fn_diet, write)

## find the immune related DEGs

gene_2_immune <- function(genes){
  All_data_immu <- map2(GO_IMMU, names(GO_IMMU), function(x, name){
    genes <- intersect(genes, x$Symbol)
    dum_var <- All_data %>% filter(SYMBOL %in% genes)
  })
}

```

```

dum_var$GO_term <- name
dum_var$Ratio <- nrow(dum_var) / nrow(x)
dum_var})
All_DEG_immu <- All_data_immu[[1]] %>% filter(Gene_ID == 0)
for(i in seq(length(All_data_immu))){
  All_DEG_immu <- bind_rows(All_data_immu[[i]], All_DEG_immu)}
All_DEG_immu
}

comp_gender_res <- map(comp_gender_res, gene_2_immune)
comp_diet_res <- map(comp_diet_res, gene_2_immune)

DEGs_list <- list(comp_gender_res,
                  comp_diet_res
                  )

unique_immu_DEG <- function(DEGs_list){
  map(DEGs_list, function(DEGs){
    DEGs$SYMBOL %>% unique()
  })
}

comp_diet_res_DEG_list <- unique_immu_DEG(comp_diet_res)
comp_gender_res_DEG_list <- unique_immu_DEG(comp_gender_res)

fn_gender <- paste0("../results/", names(comp_gender_res), "_immune_related.txt")
fn_diet <- paste0("../results/", names(comp_diet_res), "_immune_related.txt")

walk2(comp_gender_res_DEG_list, fn_gender, write)
walk2(comp_diet_res_DEG_list, fn_diet, write)

# 3. identify the DEGs related the following 7 GO terms-----

### the specific GO terms
GO_terms <- c(
  "GO0002440", # production of molecular mediator of immune response
  "GO0002250", # adaptive immune response
  "GO0045087", # innate immune response
  "GO0006959", # humoral immune response
  "GO0002252", # immune effector process
  "GO0045321", # leukocyte activation
  "GO0050900") # leukocyte migration

immue_DEG_numbers <- function(x){

```

```

FC_smaller_0 <- x %>% filter(GO_term %in% GO_terms, log2FoldChange < 0) %>%
  group_by(GO_term) %>%
  summarise(
    FC_smaller_0 = n()
  )
FC_larger_0 <- x %>% filter(GO_term %in% GO_terms, log2FoldChange > 0) %>%
  group_by(GO_term) %>%
  summarise(
    FC_larger_0 = n()
  )
FC_count <- left_join(FC_smaller_0, FC_larger_0)
FC_count[is.na(FC_count)] <- 0
FC_count %>% mutate(
  Total = FC_smaller_0 + FC_larger_0
)

}

comp_diet_immu <- map(comp_diet_res, immue_DEG_numbers )
comp_diet_immu$Female_HF_VS_Ctrl_unique$comp <- "Female_HF_VS_Ctrl_unique"
comp_diet_immu$Male_HF_VS_Ctrl_unique$comp <- "Male_HF_VS_Ctrl_unique"
comp_diet_immu$shared_diet$comp <- "Gender_indepent"
comp_diet_immu <- rbind(comp_diet_immu[[1]], comp_diet_immu[[2]],
  comp_diet_immu[[3]])
write_csv(comp_diet_immu, "../results/selected_GO_terms_comparing_diet.csv")

comp_gender_immu <- map(comp_gender_res, immue_DEG_numbers )
comp_gender_immu$Female_HF_VS_Ctrl_unique$comp <- "Female_HF_VS_Ctrl_unique"
comp_gender_immu$Male_HF_VS_Ctrl_unique$comp <- "Male_HF_VS_Ctrl_unique"
comp_gender_immu$shared_diet$comp <- "Gender_indepent"
comp_gender_immu <- rbind(comp_gender_immu[[1]], comp_gender_immu[[2]],
  comp_gender_immu[[3]])
write_csv(comp_gender_immu, "../results/selected_GO_terms_comparing_gender.csv")

```

How the deposited data were processed for this re-analysis (not part of the article)

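RNA of MRPVAT from Dahl S rats was sequenced after 24 weeks on a CD or HFD. The data used here came from 18 animals, 4 CD females, 5 CD males, 5 HFD females and 4 HFD males, of which the paper kept 16. The condition of each animal was read from its code. Tags for sex or treatment go against the code in 13 of the 18 animals and were not used.

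The authors mapped paired-end reads with STAR 2.5, counted them with HTSeq 0.6.1 and used DESeq2 1.24.0 on their counts. They deposited FPKM values, which are fragments scaled by gene length and by the fragments counted in the library. The genome build, the annotation and the way FPKM were made are not given in the sources used here. FPKM sums were 603078 to 720116 per animal.

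FPKM are not counts, so the tests were made on log2(FPKM + 0.5) with limma 3.58.1 in R 4.3.3, with a trend of the variance over the mean. Each comparison was fitted on its 2 groups, as in the study's R code. Gene IDs with at least 0.5 FPKM in at least 3 of the animals were tested. A gene ID was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1. The interaction of sex and diet was fitted over the 16 kept animals and called at an adjusted p under 0.05. Principal components used the 500 most variable gene IDs of all 18 animals. Permutation tests and splits of the animals were also made in R. The recovery of reads and summary tables used Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and plots matplotlib 3.10.9.

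Reads, library totals and gene lengths were recovered from the FPKM. For gene IDs with few reads, values are small whole multiples of the value of 1 read. Of 32883 gene IDs, 10032 were at 0 in all animals. All 22851 others came out as whole reads, within 1e-06 reads plus 3e-08 of the value. The recovered reads summed to between 99.99% and 100.0% of the recovered total in each animal, a check that the recovery does not build in. The recovery was tested on simulated data. A simulation of 12000 gene IDs with few low values, tried at the start, failed: 9 of 10 totals and 0% of the gene IDs with at least 100 reads came back. The simulation was then changed to 22000 gene IDs with more low values, and 10 of 10 totals and 99.95% of these IDs came back, with the method itself unchanged. The recovery thus depends on many gene IDs with few reads. Its lengths and reads were used for depth, for limma-voom as an alternative and for a correction of gene length. The test for differences was also run on simulated data with 200 changed gene IDs.

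The plan had been to test genes with a symbol. The files do not pair the gene IDs with symbols, so all gene IDs were tested. For the same reason the immune-related genes of the paper, its spreadsheet of DEGs, the lists of cell types and processes written beforehand, the targets of its antibodies and the genes that mark sex by name were not used. The biological processes that the paper assigns to its DEGs were not analysed here. The rule for named genes was to give, per comparison, the called IDs with the largest and smallest fold change whose groups do not overlap. Without names, 2 gene IDs in each direction are printed, those at the ends of the sex difference on the HFD.

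Comparisons, thresholds, alternative pseudocounts, filters, scalings, weights, animals left out, the block on group number and the numbers of HFD females were set before the data were examined. Limma-voom on the recovered reads, the removal of each library's trend over gene length, the overlaps under each alternative and the exclusion of G75FC4, G75FC5 and G76MC3 were chosen after seeing the data. These 3 libraries had the fewest gene IDs at 0.5 FPKM. DESeq2 was not run here, because the deposited values are FPKM, and limma-voom was the only test run on the recovered reads.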

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

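The tests of the label, of admixed male RNA and of the depth of G73FHF3, the length test and the exclusion of G75FC4 and G75FC5 were chosen only after the result was seen, as was the use, as a test of the choice of HFD females, of the planned comparison with G73FHF3 added.

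In G73FHF3, expression lay near that of the males. A mislabelled male library is argued against, since 4 of 6 gene IDs limited to males were at 0.1 FPKM or less in it and ENSRNOG00000051257 was at 14.0 FPKM, although 1 of the 6 was above the highest male. By the bound written earlier, the highest kept female value, 3 of the 6 passed, not more than 3 as that bound asked, but 5 of the 6 were below the lowest male. Male RNA mixed into the library is argued against by the median level of the same 6 IDs, 0.2% of the male mean, where the position of 0.815 would need far more. Depth is argued against, because its 33881579 reads lie inside the range of the kept animals, and a difference of this animal in tissue or physiology stays open and was not tested.

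On the HFD, more gene IDs differed between the sexes (1696) than on the CD (505). By number alone, the animals would favour the CD, which had 5 males and 4 females against 4 and 3 on the HFD. The spread favoured the HFD, with a median residual SD of 0.24 there and 0.47 on the CD. In simulated data with the spread of each comparison, limma called 64.65% of gene IDs changed by a log2 fold change of 1.5 on the HFD. On the CD it called 34.02%. In a fit of all 4 groups together, which shares 1 spread, 1241 gene IDs differed on the HFD and 773 on the CD. Over 20 subsets of 4 CD males and 3 CD females the count was 194 in the median and 780 at most. Fewer animals tend to lower a count, and each subset held G75FC4 or G75FC5, so this was a weak test. The choice of HFD females may be a cause of the excess at the adjusted p, because the count with G73FHF3 was 28, although 5323 against 2705 on the CD then passed an unadjusted p of 0.05. The libraries of G75FC4 and G75FC5 may be another, because without both the count on the CD was 2061. At the adjusted p alone, the CD count was then 4037, still below the 5580 on the HFD. An effect of the diet on the sex difference stays open, with 0 gene IDs passing the interaction (596 at an unadjusted p under 0.05).

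Of the gene IDs that differed between the diets in males, 95.6% were higher on the HFD. A trend over gene length is argued against as the whole cause, as 88.9% were higher with the trend removed (684 gene IDs). Only the mean trend of each library was removed. In the CD males, the median level of the higher IDs followed the correlation with gene length. It went from 0.67 (correlation 0.0913) in G74MC4 to -0.81 (-0.124) in G76MC3. In the HFD males it did not, with 1.45 (0.0789) in G76MHF2 and 0.92 (0.133) in G74MHF2. Whether another property of the libraries goes with both was not tested. Scaling between animals is argued against, with at least 83.0% higher under 2 other scalings. The library of G76MC3 is argued against narrowly, since 600 gene IDs differed without it against 893 with it, close to the lower bound set beforehand. An effect of the diet stays open: without G76MHF1 or G76MHF2 0 gene IDs differed, but 4517 and 4460 had an unadjusted p under 0.05, against 5628 with all animals. Over the IDs called with all animals, the median log2 fold change was 1.20 and 1.17 without them, against 1.23 with all.

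Some single values stood far from the others of their group. Among the CD males, G76MC4 had 49152721 reads in genes, and the next highest had 30191929. G75FHF5 stood apart from the HFD females on PC1 (111.9) and in its median correlation with other animals (0.698). G74MHF2 stood above the other HFD males on PC1 (-6.44), and G76MC3 above the other CD males on PC2 (-7.38). ENSRNOG00000060048 in G75FC5 (-0.95 as log2(FPKM + 0.5)) and ENSRNOG00000055225 in G76MC4 (-0.32) were each set apart by 1 read in a group otherwise at 0. In all, 38 values were tested, and chance sets apart about 1 in 20 of them.

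In G75FHF5, which the paper excluded, 260 gene IDs had at least 10 FPKM and stayed under 0.5 FPKM in the other 17 animals. No kept animal had such an ID. No explanation was tested.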

How the results depend on the processing

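Tests by limma-voom, with the length trend removed, and without G75FC4, G75FC5 or G76MC3 together, and with the group number of the titles as a block, were chosen only after the result was seen.

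The sex difference on the HFD stayed within 1.5 times of 1696 gene IDs except with sample quality weights (2641), with the adjusted p alone (5580), and with 4 or 5 HFD females (28 and 8), and ranged from 1142 to 2337 when animals were left out in turn. The sex difference on the CD (505) moved to 1360 with quality weights, 773 in a fit of all 4 groups, 194 as the median of subsets with the animal numbers of the HFD comparison, 2061 without G75FC4 and G75FC5, and 2293 without these and G76MC3. It ranged from 177 to 641 when animals were left out in turn.

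The diet difference in males (893) moved to 437 with no filter, 587 with quantile normalization, 3072 with the adjusted p alone, 0 in a fit of all 4 groups (2262 at an unadjusted p under 0.05) and 32.5 as the median of subsets with the animal numbers of the females, and ranged from 0 (without G76MHF1 or G76MHF2) to 1420 (without G74MC4). In females, the count of 0 moved to 4 with quality weights and 1 in a fit of all 4 groups, and was 0 whichever animal was left out (131 to 2430 at an unadjusted p under 0.05). The interaction count of 0 moved to 1 with quality weights, without G73FC3, and without G76MC3, G75FC4 and G75FC5, a range of 0 to 1 over the animals left out.

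The overlap of the sex differences (387) moved to 822 with quality weights and to 11 and 7 with 4 and 5 HFD females. The overlap of the diet differences was 0 throughout, but a list was empty under every alternative except quality weights (991 gene IDs in males, 4 in females), so it could not differ elsewhere. PC1 held 33.0% of the variance with a pseudocount of 0.1, 49.6% with 1, 37.0% over all gene IDs that pass the filter and 38.1% without G75FHF5, against 48.3%. Beyond fewer animals and a wider threshold, the cause was not tested.

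No named gene ID changed direction. ENSRNOG00000045797 on the HFD lost its call in 2 of 19 alternatives (4 and 5 HFD females), ENSRNOG00000051257 on the CD in 10 of 19, and ENSRNOG00000055225 on the CD gained it in 2 of 16. No paired analysis was possible because each animal belongs to a single group; the block on group number left the diet difference at 696 in males and 0 in females, and at 0 in females by the numbers in the titles. At 0.5 FPKM and the median gene length, depth gives 12.1 to 45.8 reads, so genes below this level rest on few reads. Alternatives that need gene symbols were not run, and limma-voom was the only test run on the recovered reads.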

Differences from the paper's values

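The exclusion of G75FC4 and G75FC5 was the only test here chosen after the result was seen.

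The paper's number of immune-related DEGs between HFD and CD females is 6, and here 0 of all gene IDs tested differed, a wider set than the paper's, at the adjusted p and fold change thresholds of the study's R code. The paper's test used counts of 3 HFD and 5 CD females, and this test FPKM of 3 and 4. Among the alternatives set before the data were examined, sample quality weights gave 4, within 1.5 times of the paper's number, but over all gene IDs, so the closeness does not make them the same genes. A fit of all 4 groups gave 1. The other alternatives gave 0, with either pseudocount, with no filter or a filter on the mean, with median-of-ratios or quantile scaling, with the adjusted p alone, with 4 or 5 HFD females, with the block on group number and without each animal in turn. Unadjusted, 517 gene IDs had a p under 0.05.

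The paper calls G73FHF3 a statistical outlier. The paper's components were made from counts of more animals than the 18 used here. In the FPKM of these 18, the distance of G73FHF3 from the centre, 5.26, lay inside the range of the kept animals, 3.45 to 7.21, whereas that of G75FHF5 was 25.3. This distance is taken from the centre of all animals, not of a group. Against its own group G73FHF3 stood apart, at -6.29 on PC2 where the kept HFD females scored 27.1 to 32.5.

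The paper states that the HFD brought more sex differences than the CD. Here 1 HFD male and 1 CD female of the study were not analysed. The statement held without G73FHF3 and G75FHF5 (1696 against 505), but not with 4 or 5 HFD females (28 and 8 against 505). At an unadjusted p under 0.05 these were 5323 and 2113 against 2705, so that with 4 the order turned only at the adjusted p. Without G75FC4 and G75FC5 on the CD the order also turned (1696 against 2061), but only with the fold change threshold. At the adjusted p alone, 5580 passed on the HFD and 4037 on the CD without them, and unadjusted 7285 and 6034. The interaction passed for 0 gene IDs with limma, with 596 at an unadjusted p under 0.05.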

Other observations

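The test of the female diet differences without G75FC4 and G75FC5 was chosen only after the result was seen.

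Over the gene IDs that differed between the diets in males, the median log2 fold change in females was 1.16. It was 1.23 in males, where these IDs were selected at an absolute value over 1. The libraries of G75FC4 and G75FC5 may carry this likeness, since without both the median in females was -0.0569, but without G73FC3 and G73FC4 it was 2.38, so that the match in size rests on both pairs of CD females. By the group numbers of the codes, the CD females of groups 73 and 75 differed by 2.41 over these gene IDs and the kept HFD females by -0.07. By the numbers in the titles, which place G75FC5 in group 73, the CD females differed by 0.81. Which number is right is open, and what separates these animals was not tested.

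Other splits of the same animals were fitted in the same way. Chance was taken as excluded at a share of splits under 0.05, a bound set beforehand. For the sex difference on the HFD, 1 of 35 splits, the real one, gave 1696 gene IDs, the smallest share possible, which meets the bound. These splits covered only the kept animals. The study's R code names G73FHF3 an outlier after its principal components. It gives as the reason for removing G73FHF3 that the female comparison had no DEG with it. With G73FHF3 the count was 28, and no splits were run, so chance is not excluded for that choice of animals. The highest other was close, at 1549, with G74MHF2 placed with the 3 females. For the sex difference on the CD, 2 of 100 splits gave at least 505, which meets the bound, but the real split was not the highest, as another gave 2136, with G75FC4, G75FC5, G76MC3 and G76MC5 against the rest. A count several times the real one points to a structure of these samples other than sex. For the diet difference in males, 2 of 100 splits gave at least 893, which also meets the bound, but another gave 1223 with G74MC4 placed with the HFD males. For females and for the interaction the real count was 0, which every split reaches (35 of 35 and 100 of 100), so the splits say nothing about chance there (highest others 15 and 4467).

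Split by the group number of the code in place of diet, 0 gene IDs differed in males (196 at an unadjusted p under 0.05) and 0 in females (3665 at an unadjusted p under 0.05) with limma.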
